# MSK1 is required for the beneficial synaptic and cognitive effects of enriched experience across the lifespan

**DOI:** 10.18632/aging.204833

**Published:** 2023-07-10

**Authors:** Lorenzo Morè, Lucia Privitera, Daniel D. Cooper, Marianthi Tsogka, J. Simon C. Arthur, Bruno G. Frenguelli

**Keywords:** cognitive reserve, synaptic plasticity, anxiety, spatial memory, LTP

## Abstract

Positive experiences, such as social interaction, cognitive training and physical exercise, have been shown to ameliorate some of the harms to cognition associated with ageing. Animal models of positive interventions, commonly known as environmental enrichment, strongly influence neuronal morphology and synaptic function and enhance cognitive performance. While the profound structural and functional benefits of enrichment have been appreciated for decades, little is known as to how the environment influences neurons to respond and adapt to these positive sensory experiences. We show that adult and aged male wild-type mice that underwent a 10-week environmental enrichment protocol demonstrated improved performance in a variety of behavioural tasks, including those testing spatial working and spatial reference memory, and an enhancement in hippocampal LTP. Aged animals in particular benefitted from enrichment, performing spatial memory tasks at levels similar to healthy adult mice. Many of these benefits, including in gene expression, were absent in mice with a mutation in an enzyme, MSK1, which is activated by BDNF, a growth factor implicated in rodent and human cognition. We conclude that enrichment is beneficial across the lifespan and that MSK1 is required for the full extent of these experience-induced improvements of cognitive abilities, synaptic plasticity and gene expression.

## INTRODUCTION

The increased longevity associated with improved health care, sanitation and nutrition has resulted in larger numbers of people living with the consequences of age-related cognitive decline and dementias. Such conditions impose heavy burdens on the elderly, their careers, health-care providers and society in general [1, 2]. Attempts to mitigate the impact of ageing on the brain have included non-pharmacological interventions, such as social interaction, cognitive stimulation and physical exercise [3–9], in effect, essentially enriching the day-to-day experiences of the elderly.

That experience exerts a profound influence on the structure and function of the mammalian brain has been known for many years [10]. A convenient means to study the influence of experience on the nervous system is to expose experimental animals to environmental enrichment, a manipulation that provides animals with a larger social group, a higher level of novelty, greater opportunities for exploration, and to increased physical exercise. Initially conceived by Donald Hebb to demonstrate that genetics alone did not determine intelligence [11, 12], this protocol induces neurogenesis, greater dendritic spine density, enhanced synaptic plasticity, profound changes in gene expression, and ultimately improved performance across a range of behavioural tasks [13–18]. These benefits are observed across the lifespan, including into old age [3, 19–25] and in experimental models of age-related and other neurodegenerative and neurological disorders [26–31]. While providing models and parallels for similar enrichment strategies in the elderly human, such studies have additionally prompted attempts to harness the beneficial effects of enrichment through pharmacological “enviromimetics” to halt or even reverse age-related cognitive decline [14, 32, 33].

Recently, a neuronal protein kinase, mitogen- and stress-activated protein kinase 1 (MSK1) has been identified as being a prime effector within the mammalian brain of the beneficial effects of enrichment in the early phase of the lifespan (birth to 4 months) [34–38]. MSK1 plays a pivotal role in transducing the additional sensory experiences associated with enrichment into long-lasting changes in gene expression, neuronal morphology and synaptic activity, and ultimately to improvements in cognition [16]. MSK1 is activated by brain-derived neurotrophic factor (BDNF) and regulates the expression, notably via the phosphorylation of CREB and histone H3 [39, 40], of a range of genes including those for the key plasticity-related proteins Arc/Arg3.1 and EGR1 [36, 41]. Importantly, BDNF has been implicated in human cognition, hippocampal volume increases, and the response to physical exercise [42–44]. Furthermore, MSK1 is expressed in neurons of the hippocampus [38, 45–48], a major brain structure that underpins certain forms of learning and memory, which is shaped by experience [49], benefits from environmental enrichment [16, 50], and is particularly affected by normal ageing and neurodegenerative dementias such as Alzheimer’s disease [51].

Using mice harbouring a knock-in point mutation of the MSK1 gene, which results in the elimination of the kinase activity of MSK1 (kinase dead; MSK1 KD), we previously showed that the kinase activity of MSK1 was required for homeostatic synaptic scaling *in vitro*, and the *in vivo* enrichment-induced enhancement of miniature excitatory postsynaptic currents [34, 37]. More recently we have found that the kinase activity of MSK1 is necessary for the full benefits of enrichment on cognition, in particular, in the strength of hippocampal spatial memory and cognitive flexibility. This may be due to an experience- and MSK1-dependent expansion of the synaptic dynamic range as evidenced by greater LTP and LTD in enriched wild-type (WT), but not MSK1 KD mice [36]. Via an RNA-Seq analysis of the hippocampal transcriptome under standard and enriched conditions, we also showed a crucial role for MSK1 in the experience-dependent regulation of gene expression, and the initiation of a genomic homeostasis characterised by the unexpected downregulation of key plasticity-related proteins such as EGR1 and Arc/Arg3.1 [16, 36].

These findings, while providing novel insight into the mechanistic basis of the beneficial effects of enrichment, did not address the role of MSK1 throughout the lifespan, and especially during the latter period of life when cognitive decline is more prevalent and pressing, and for which effective therapies to halt or reverse this decline are lacking. To this end we have studied the role of MSK1 on cognitive performance, synaptic plasticity and dendritic spine density in healthy mice that underwent an extensive 10-week environmental enrichment protocol during two distinct periods of life. One group underwent enrichment starting at 6 months of age, with testing starting at 8.5 months of age (Adult mice). A second group underwent the same protocol starting at 18 months of age and with testing initiated at 20.5 months of age (Aged mice), and in which we additionally conducted an RNA-Seq analysis of experience- and MSK1-dependent hippocampal gene expression.

We provide experimental evidence that a 10-week environmental enrichment protocol, which had some benefits in Adult mice, was sufficient to improve spatial memory in WT, but not MSK1 KD Aged mice. Moreover, these benefits of enrichment were associated with enhancements of LTP at both ages, but largely absent in mice lacking the kinase activity of MSK1. The benefits of enrichment in WT Aged mice compared to MSK1 KD mice likely reside in the MSK1-dependent up-regulation of hippocampal gene expression observed in enriched WT mice. We propose that MSK1 is necessary for the brain to embody the full molecular and cellular benefits associated with enriched experience, and which lead to the remediation of age-related cognitive decline.

## RESULTS

### Enrichment influences motor and anxiety-like behaviours in an age- and MSK1-dependent manner

Since the main aim of the behavioural testing was to assess higher cognitive functions, such as hippocampus-dependent spatial working and reference memory (Figure 1A), we adopted a bottom-up approach to identify potential confounding factors due to physiological, neurological and emotional influences on behaviour that might be occasioned by housing conditions, genotype or age, and which might have had an impact on cognition [52]. We first assessed the general health of all the mice using a standardized neurological test well adapted to mice [36, 53] to reveal any gross motor impairments that could be expected in aged mice. No animals in any of the Adult or Aged (Figure 1B) groups showed any neurological signs (data not shown). The neurological health of all animals in this study thus avoided potential motor confounds that could influence performance on any of the behavioural tests.

**Figure 1:**
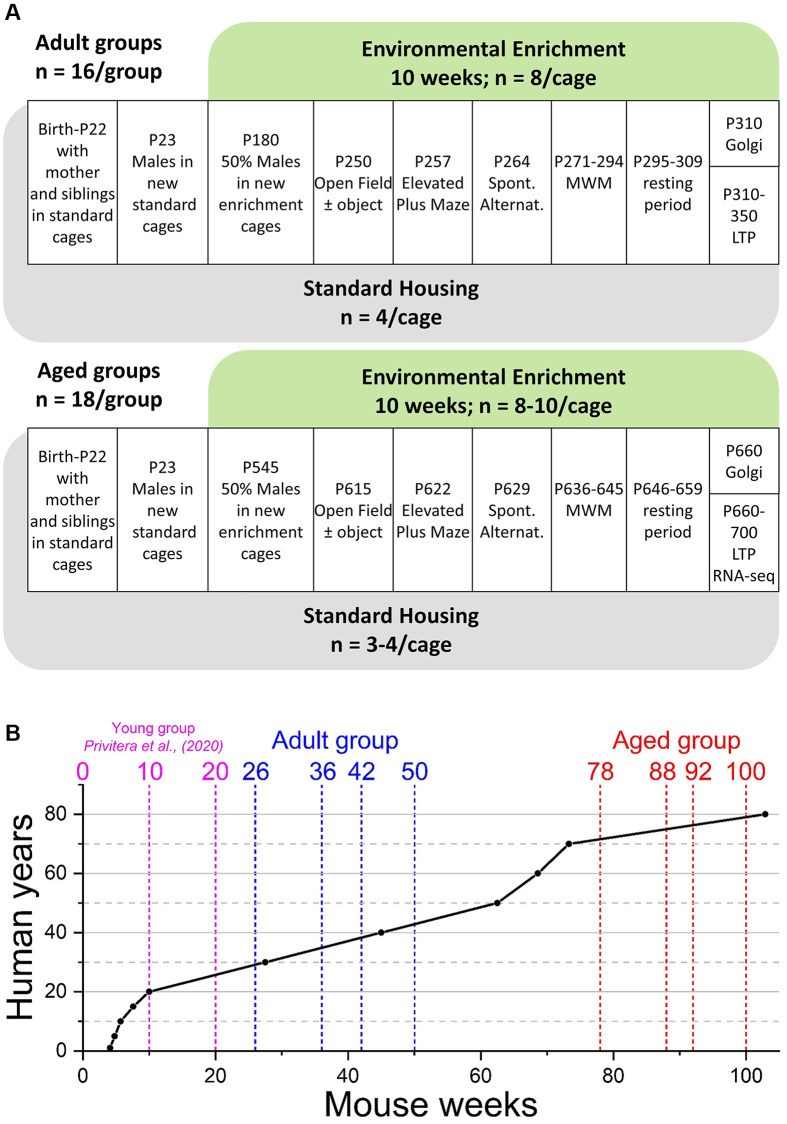
**Experimental outline and age comparison.** (**A**) Time-course of housing provision and experimental treatments for Adult mice (upper panel) and Aged mice (lower panel). Abbreviations: P: postnatal day; MWM: Morris water maze; LTP: long-term potentiation and electrophysiological analysis of synaptic transmission. (**B**) Comparison of mouse and human ages based on data from Wang et al., (2020) [71]. The broken vertical lines represent the weeks at which two separate cohorts of mice (blue; Adult and red; Aged): went into enrichment (weeks 26 and 78); behavioural testing started (weeks 36 and 88), behavioural testing ended (weeks 42 and 92), and the end of *ex vivo* analyses (weeks 50 and 100). For comparison, the previously reported young group (cyan) were born into standard housing or enrichment (week 0), began behavioural testing at week 10, with all testing completed by week 20 [36].

To confirm that our enrichment protocol had tangible effects on animal behaviour, we initially assessed the influence of enrichment on open field and novelty-induced locomotion, and anxiety-like behaviour, as both are sensitive to enrichment [36, 54]. WT and MSK1 KD Adult mice raised from birth in standard housing behaved similarly when exposed to an open field arena, in that activity declined over time (Figure 2). However, in contrast to their counterparts raised in standard housing, Adult enriched animals of both genotypes displayed reduced locomotor activity in the open field throughout the entire period of open field exploration, as previously reported for young mice [36], and suggestive of prior habituation to larger and novel environments. The introduction of an object into the centre of the open field as a novelty stimulus provoked greater exploration in standard-housed and enriched WT mice, compared to the preceding level of activity at 60 min. In contrast, the response in MSK1 KD mice to novelty was significantly blunted, despite similar amounts of time spent facing the object across the four groups (Supplementary Figure 1A). After this initial difference, Adult enriched mice of both genotypes subsequently showed reduced exploration of the open field arena compared to their standard-housed counterparts.

**Figure 2:**
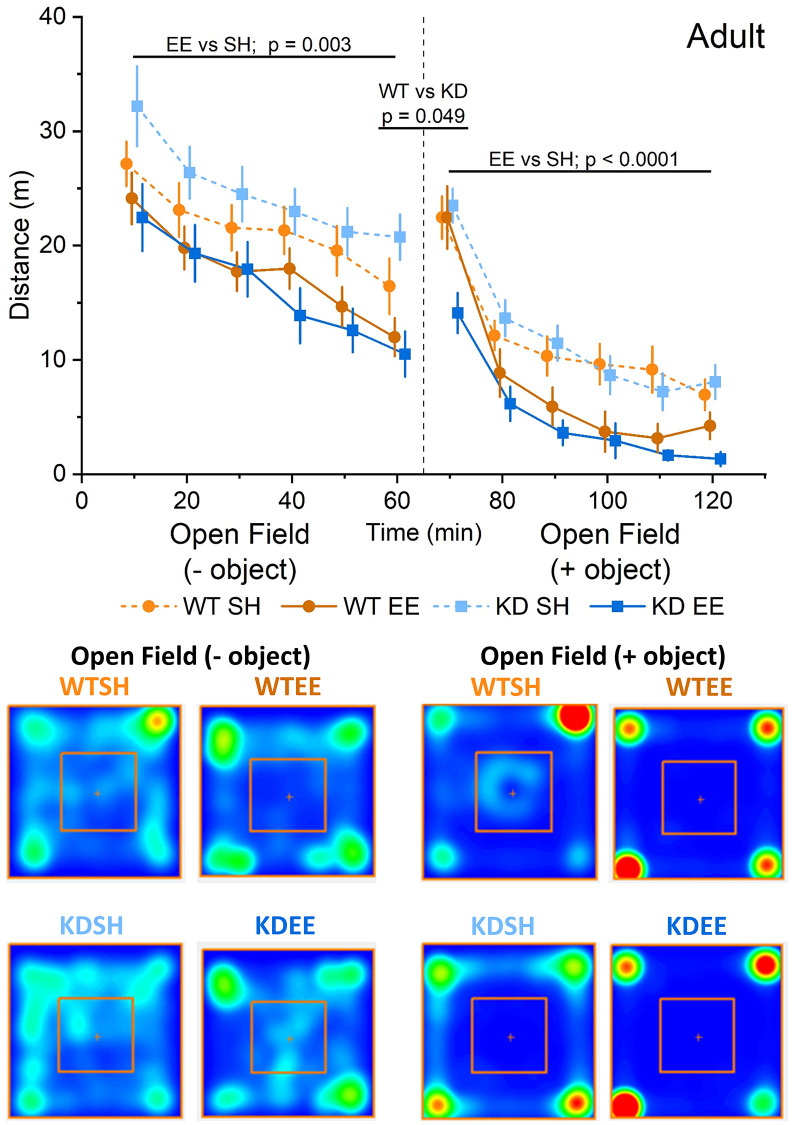
**Enrichment reduces novelty-induced locomotion in adult mice.** An RM-ANOVA on the open field task in the Adult groups showed an effect of Time for all groups (F(5,300) = 49.74, *p* < 0.0001) indicating a reduction in activity over time, and also a Housing effect (F(1,60) = 9.88, *p* = 0.003) showing that mice in the enriched groups were less active regardless of their genotype. Following the introduction of an object into the arena (broken vertical line; 50 ml plastic Falcon tube), exploration increased from the previous level of activity at 60 mins. There was a borderline genotype effect (F(1,60) = 4.02, *p* = 0.049) with the WT group showing an enhanced response to novelty. Subsequently, enrichment reduced exploration in both genotypes following the introduction of an object, with a significant interaction of Time x Genotype x Housing (F(5,300) = 51.75 *p* = 0.012). In this open field + object stage an RM-ANOVA also showed an effect of Time for all groups (F(5,300) = 128.53, *p* < 0.0001) indicating a reduction in activity over time, and also a Housing effect (F(1,60) = 17.03, *p* < 0.0001) showing again that enriched mice were less active in response to the introduction of an object regardless of their genotype. The data are presented as distance travelled in metres as cumulative distance reported in 10-min intervals. 60 min per stage (120 min in total). Datapoints are presented as mean ± SEM. The heatmaps below the graphs depict the arena occupancy in the open field ± object stages for the mice of each group.

Aged mice showed a different pattern of behaviour in the open field with similar levels of exploration across genotypes and housing condition, except for the first 10 minutes when standard-housed mice showed greater exploration compared to enriched mice (Figure 3). In response to the introduction of the object, where again all groups faced the object for comparable periods of time (Supplementary Figure 1B), all groups except the standard-housed WT mice showed increased exploration. Thereafter, only the enriched WT group showing reduced exploratory behaviour, as per the Adult mice, and in contrast to enriched Aged MSK1 KD mice, which behaved similarly to the standard-housed mice of both genotypes.

**Figure 3:**
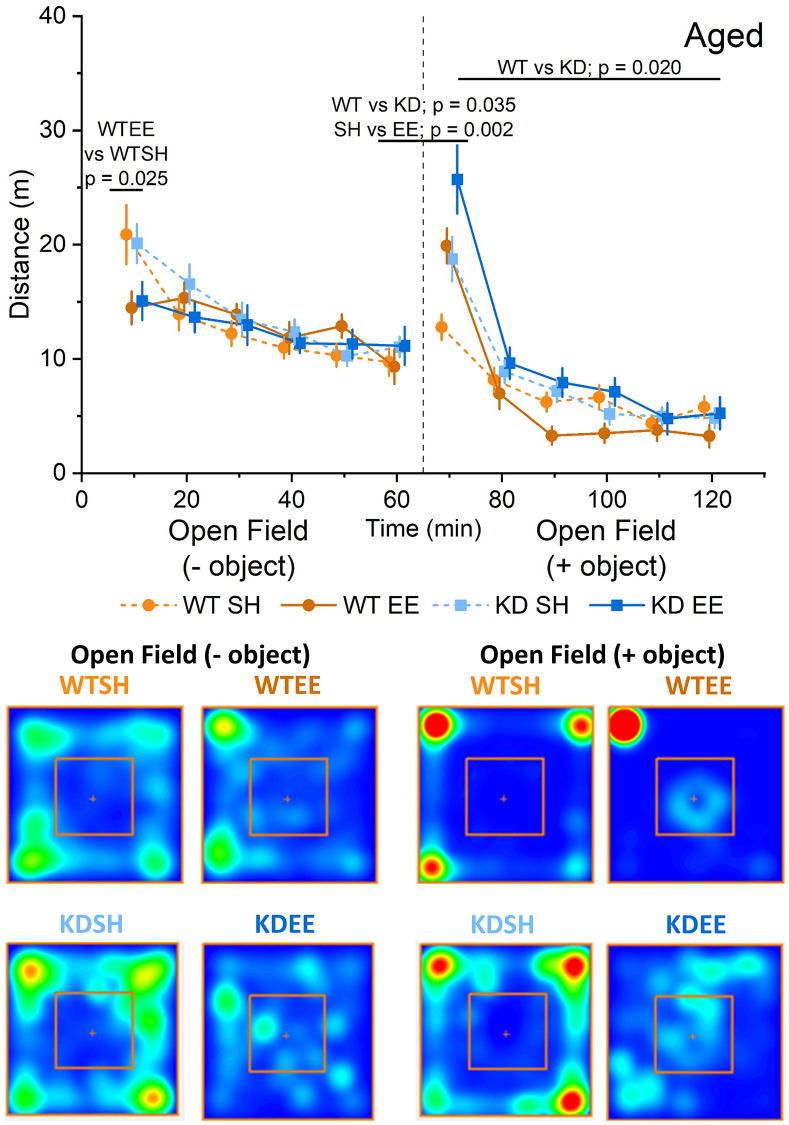
**Enrichment reduces novelty-induced locomotion in aged mice.** In the Aged groups an RM-ANOVA showed an effect of Time for all groups on the distance travelled (F(5,260) = 27.53, *p* < 0.0001) indicating a reduction in activity over time. There was also a Time x Housing effect (F(52,260) = 6.25, *p* < 0.0001), but the Simple Main Effects showed this was significant only for the first 10 minutes of the OF between WTSH and WTEE (*p* = 0.025), but not between KDSH and KDEE (*p* = 0.077). Following the introduction of an object (broken vertical line) an analysis of the novelty-induced locomotor shift was carried out comparing levels of activity during the first 10 minutes from the introduction of the object with the last 10 minutes of the open field. A significant effect for both Genotype and Housing was found (F(1,52) = 4.71, *p* = 0.035 and F(1,52) = 10.34, *p* = 0.002, respectively) indicating a greater effect of novelty in the enriched animals and in the MSK1 KD mutants. In the open field + object phase of the trial, an RM-ANOVA showed an effect of Time for all groups (F(5,260) = 132.43, *p* < 0.0001) reflecting a reduction in activity over time. There was a Time x Housing and a Time x Genotype effect (F(52,260) = 10.43, *p* < 0.0001 and F(52,260) = 4.20, *p* = 0.001, respectively) and also a Genotype effect; F(1,52) = 5.78, *p* = 0.020 indicating a greater activity in the MSK1 KD mutant mice, and with lower levels of activity in the enriched WT mice. The data are presented as distance travelled in metres as cumulative distance reported in 10 min intervals. Each phase lasted 60 min (120 min in total). Datapoints are presented as mean ± SEM. Heatmaps below the graphs depict the arena occupancy in the open field ± object stages for the mice of each group.

In the elevated plus maze test for anxiety-like behaviour, there was no influence of genotype or housing on the behaviour of Adult mice in terms of distance travelled (Figure 4A) or time spent (Supplementary Figure 1C) in the open arms. In contrast, Aged mice of both genotypes raised in the enriched environment travelled further (Figure 4B) and spent more time (Supplementary Figure 1D) in the open arms of the elevated plus maze. This likely reflects reduced anxiety-like behaviour, a classic effect of environmental enrichment [55], and was also seen in a previous study of younger enriched WT and MSK1 KD mice [36]. These observations confirm the effectiveness of the enrichment protocol in influencing behaviour in both Adult and Aged WT and MSK1 mutant mice, but reveal age- and experience-dependent differences on locomotion (Adult > Aged) and anxiety-like behaviour (Aged > Adult).

**Figure 4:**
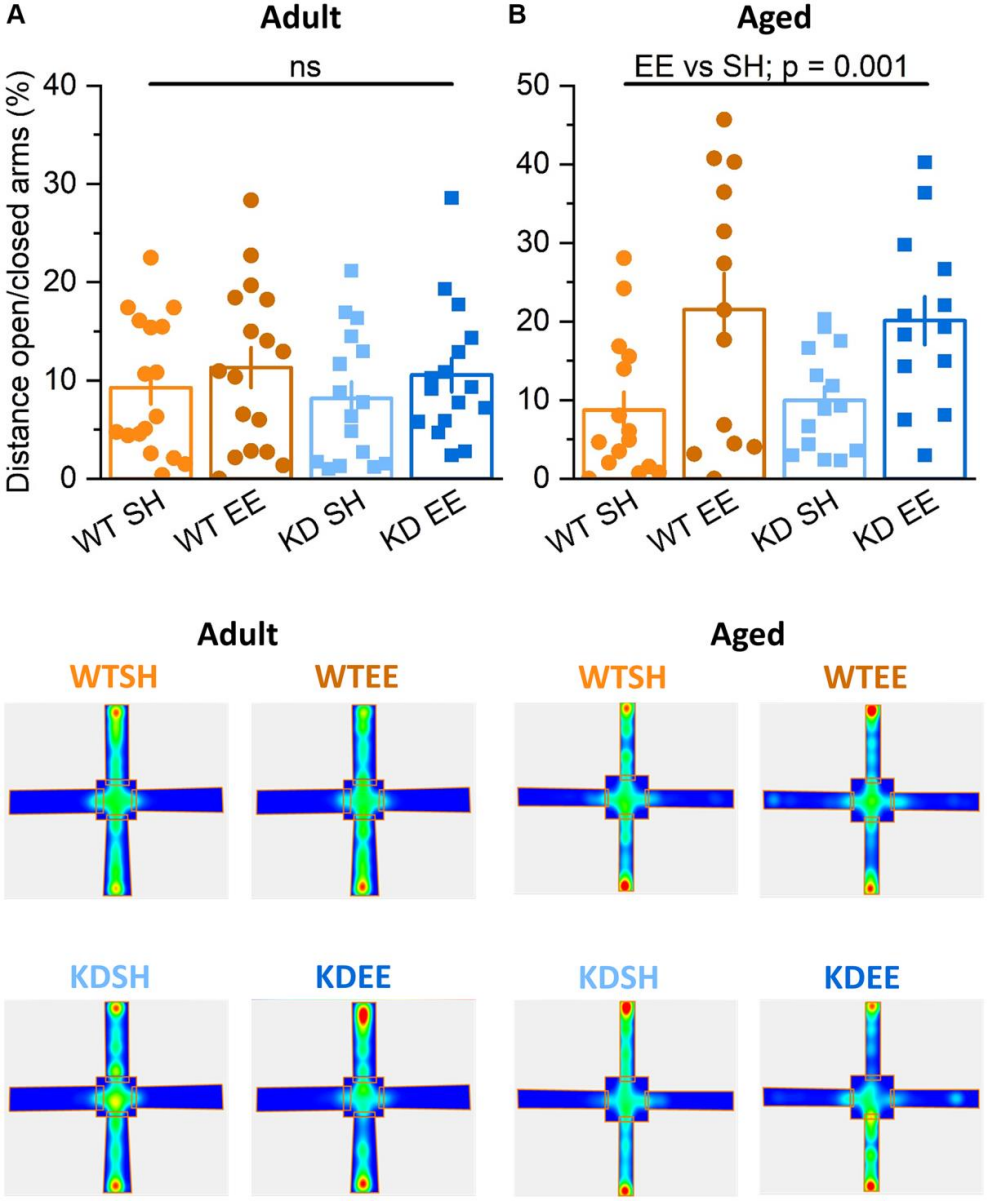
**Enrichment reduces anxiety-like behaviour in aged mice.** (**A**) In the Elevated Plus Maze task in the Adult groups the distance travelled in the open area vs. that in the closed area (Distance travelled in the open arms/distance travelled in the closed arms ×100 expressed in %.) was not different between Genotype nor Housing condition (Genotype effect: F(1,56) = 0.12, *p* = 0.740; Housing effect: F(1,56) = 3.87, *p* = 0.054; Interaction Genotype x Housing: F(1,56) = 0.81, *p* = 0.370). (**B**) In the Aged groups the distance travelled in the open area vs. that in the closed area was greater in the enriched groups of both genotypes, indicating that enrichment effectively reduced anxiety-like behaviour (Housing: F(1,49) = 13.81, *p* = 0.001). Heatmaps below the graphs depict the arm occupancy for the mice of each group, with the horizontal arms being the open arms in all conditions. Individual data points are presented for each animal, with the bar graph representing the mean ± SEM of the data.

### MSK1 is necessary for preserving spatial working memory and spatial reference memory in aged mice

To assess hippocampus-dependent forms of spatial working memory we first employed a spontaneous alternation task, which has been shown to be a reliable tool to assess mutant mice with neurological conditions [56, 57]. While Adult standard-housed mice of both genotypes performed at comparable levels, there was a significant effect of enrichment, with enriched mice making more correct alternations, an effect that was statistically more pronounced in enriched WT mice (Figure 5A). In the Aged mice, the influence of genotype and housing on spatial working memory was even more stark, with a clear genotype x housing interaction in which the benefits of enrichment were only observed in the enriched WT mice (Figure 5B). These data suggest that the benefits of enrichment on spatial working memory becoming increasingly dependent on MSK1 as ageing progresses.

**Figure 5:**
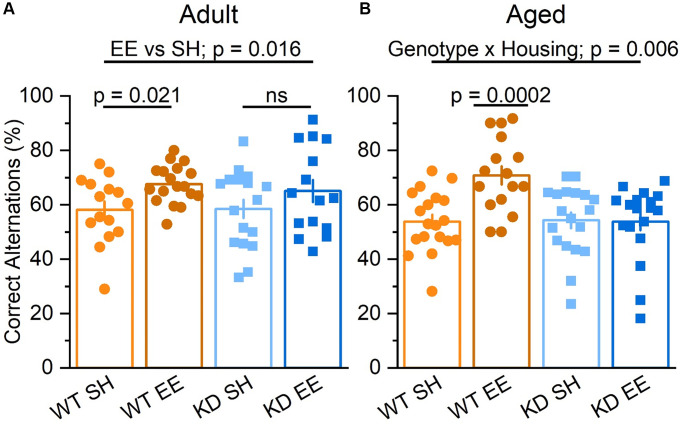
**Enrichment improves hippocampus-dependent spatial working memory via MSK1.** (**A**) In the Adult groups the percentage of correct alternations was higher for mice in enrichment (Housing: F(1,61) = 6.10 *p* = 0.016). Although there was no significant interaction, the difference between EE and SH was greater in the WT mice, which showed a significant improvement (F(1,61) = 5.64 *p* = 0.021) compared to the MSK1 KD which showed no significant (ns) improvement in performance compared to their standard-housed counterparts (F(1,61) = 1.27 *p* = 0.270). (**B**) In the Aged groups there was a significant interaction of Genotype x Housing F(1,68) = 8.17 *p* = 0.006. The Simple Main Effect analysis showed that the difference between EE and SH was greater in the WT which showed a highly significant improvement F(1,68) = 15.04 *p* = 0.0002 compared to the KD which showed none F(1,68) = 0.01 *p* = 0.920. Results are expressed as arm entries sequence over 10 minutes for which a correct alternation % was calculated with the criterion of one repetition across 5 entries. These results indicate that the benefit of enrichment was exclusive to WT. Individual data points are presented for each animal, with the bar graph representing the mean ± SEM of the data.

To investigate a more cognitively demanding form of hippocampus-dependent spatial memory, we used the Morris water maze task. To allow for a direct comparison across the ages of mice, we accounted for the reduced swimming speed of the Aged groups when compared to younger mice (Supplementary Figure 2A, 2B) by analysing the distance swum, rather than the time taken to reach the escape platform. We also limited trial exposure to 90 s, as opposed to the usual 120 s [36], to avoid the possibility of fatigue or hypothermia in Aged mice. As a further control for the sensorimotor abilities in the Adult and Aged mice we also ran a visual test before starting the learning stage to assess the ability of mice to see visual cues, a basic function upon which spatial memory relies, and their motivation to escape from immersion. This, together with the previous habituation stage, ensured that all mice were proficient swimmers and had experience in swimming and navigating to a platform before the learning session started. Accordingly, all mice of both age groups performed proficiently and similarly on the visual cue task, with no differences between the groups (data not shown). The absence of performance biases across genotypes, housing, and ages thus precluded confounds associated with different levels of sensorimotor ability, anxiety, motivation or fatigue.

In the Adult groups during the learning (Training) phase of the water maze the WT mice performed better than the MSK1 KD mice (Figure 6A). While there was no genotype x housing interaction, enriched WT mice performed significantly better than standard-housed WT mice, whereas no such differential was observed between the MSK1 mutant mice. Similarly, when a Reversal learning stage was carried out after the learning phase, WT mice performed better than the MSK1 KD mutant mice (Figure 6A). A more detailed between factors statistical analysis showed that, while there was no significant genotype x housing interaction, the difference between enriched WT and MSK1 KD mice was highly significant indicating that enrichment benefited WT mice more than the MSK1 KD mutants in this test of cognitive flexibility. Measurements of the latency to the platform location during the Training and Reversal phases were consistent with those obtained with distance travelled (Supplementary Figure 2C). A similar genotype effect, where the WT outperformed the MSK1 KD mice, was also seen in the Probe trial for memory persistence administered 24 hrs later (Figure 6B).

**Figure 6:**
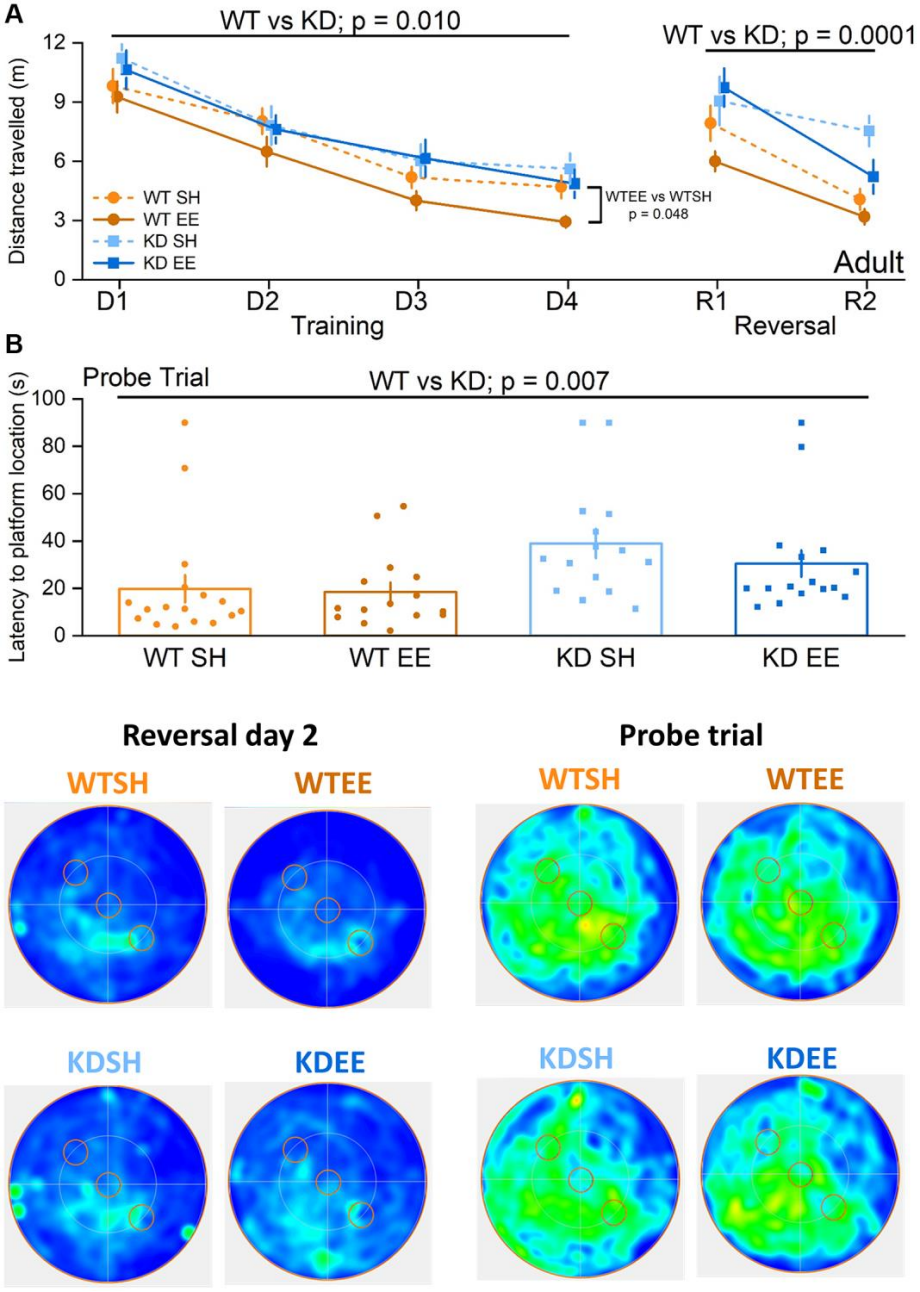
**Environmental enrichment improves cognitive flexibility in adult mice via MSK1.** No differences were observed across groups in the visual cue version of the test (Genotype: F(1,59) = 0.09, *p* = 0.760; Housing: F(1,59) = 1.17, *p* = 0.280; Genotype x Housing: F(1,59) = 2.57, *p* = 0.110; data not shown) suggesting comparable levels of visual acuity, swimming ability and motivation to navigate to the platform. (**A**) All four Adult groups showed learning over the first stage of training (Days (D) 1–4). The RM-ANOVA on distance swum to reach the escape platform showed a significant effect of Session F(3,177) = 52.38, *p* < 0.0001. It also showed a main effect of Genotype F(1,59) = 7.19 *p* = 0.010 where WT mice performed better than MSK1 KD mutant mice. Although there was no significant interaction of Genotype x Housing, the enriched WT mice were significantly better than standard-housed WT mice (F(1,59) = 4.09 *p* = 0.048) while no significant difference was seen between standard-housed or enriched MSK1 KD mice (F(1,59) = 0.32, *p* = 0.570). On the Reversal (R) learning stage (2 days) the RM-ANOVA on the distance swum to reach the new escape platform location showed an effect of session F(1,59) = 36.53 *p* < 0.0001 and Genotype F(1,59) = 16.97, *p* = 0.0001 indicating that all groups learned over the time but WT mice performed better than MSK1 KD mice. Although there was no significant interaction, the WT mice performed much better than the MSK1 KD mice in both standard and enriched housing (F(1,59) = 6.77, *p* = 0.012 and F(1,59) = 10.37, *p* = 0.002, respectively). Data are presented as mean ± SEM. (**B**) On the probe trial 24 hours later WT mice showed the best goal directed behaviour for the reversed location of the escape platform (south west quadrant) and the standard-housed MSK1 KD mutant mice showed the worst performance. The Univariate ANOVA on the total time spent in the reversal quadrant (where the platform had been last) showed a strong effect for Genotype (F(1,59) = 9.15, *p* = 0.004; not shown). The effect of genotype was also significant for latency to enter the Reversal platform area (F = 7.91 *p* = 0.007). Although the interaction did not reach significance, the Simple Main effects showed a significant difference on the time spent in the reversal platform quadrant between enriched WT mice and enriched MSK1 KD mice (F(1,59) = 9.28, *p* = 0.003) and between standard-housed WT and MSK1 KD mice on the latency to reach the reversal platform location (F(1,59) = 6.07, *p* = 0.017). Heatmaps below the graphs depict the arena occupancy for the mice of each group during the last day of reversal learning and the Probe trial. Individual data points are presented for each animal, with the bar graph representing the mean ± SEM of the data.

In the Aged groups, the benefits of enrichment were selectively observed in WT mice even during the Training stage (Figure 7A), when their performance level was comparable to that of the younger enriched WT Adults (Figure 6A). In contrast, there was little evidence of robust learning in standard-housed WT or MSK1 KD mice, or indeed in enriched MSK1 KD mice (Figure 7A). Similar observations were made with measurements of latency to platform location (Supplementary Figure 2D). The paucity of learning in these latter three groups obviated conducting the Reversal learning stage since the location of the initial target platform had not been well consolidated. The clear benefits of enrichment in Aged WT mice was also evident in the Probe trial where a post-hoc analysis after a significant genotype x housing interaction showed that enriched WT mice spent more time in the Training quadrant, compared to the other groups (Figure 7B). These data indicate that the full cognitive benefits of enrichment in the acquisition of spatial locations, reversal learning of the task, and persistence of the memory depend upon MSK1 in an increasingly age-dependent manner.

**Figure 7:**
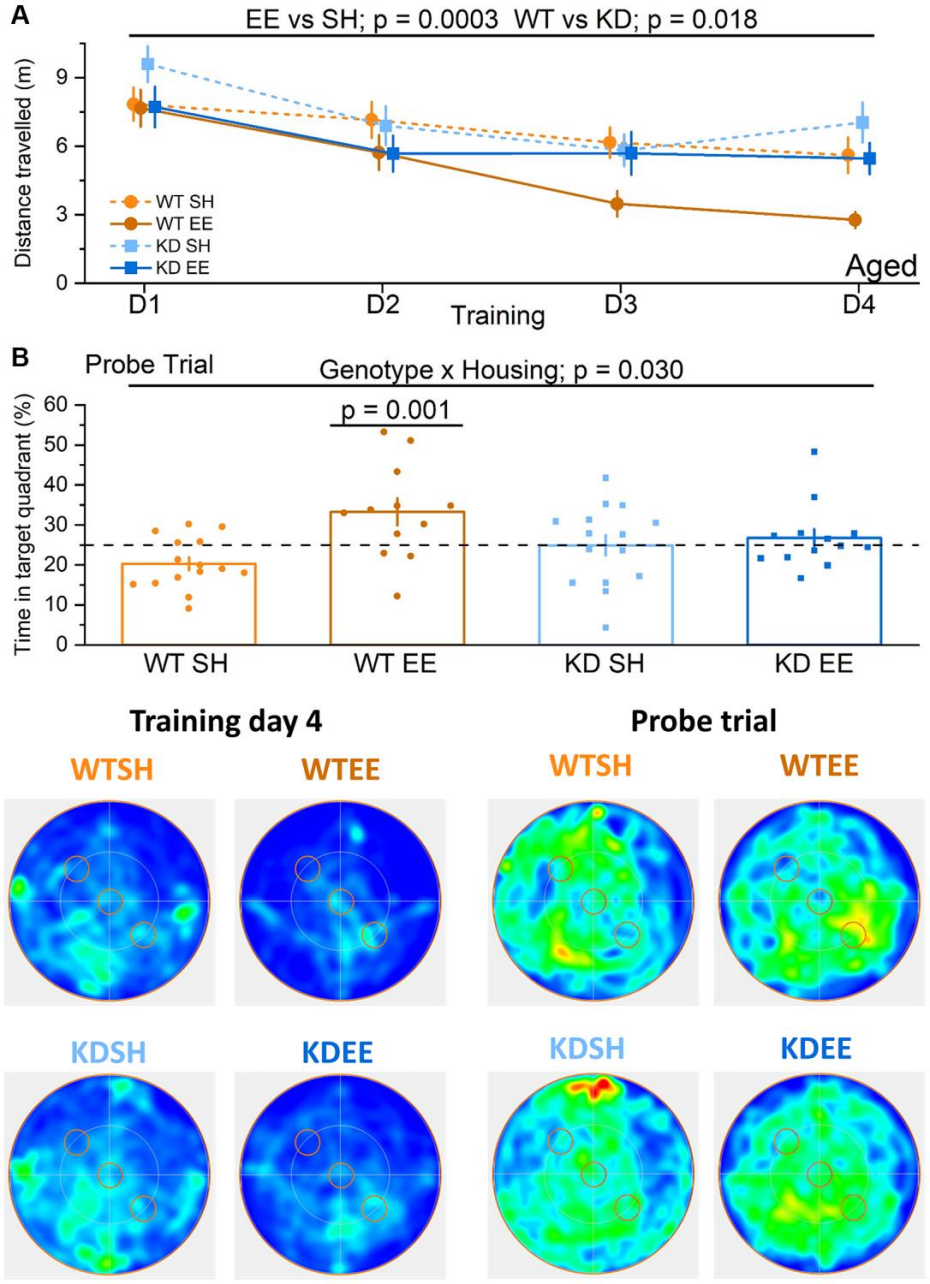
**Enrichment of aged mice improves hippocampus-dependent reference memory via MSK1.** No differences were observed across groups in the visual cue version of the test (Genotype: F(1,51) = 0.001, *p* = 0.970; Housing: F(1,51) = 0.37, *p* = 0.570; Genotype x Housing F(1,51) = 2.26, *p* = 0.140; data not shown) suggesting comparable levels of visual acuity, swimming ability and motivation to navigate to the platform. (**A**) In the Aged groups the enriched WT mice were the best performers and did not show the age-related impairment seen in standard-housed WT mice. The RM-ANOVA analysis on the distance travelled to reach the escape platform showed a significant effect of Session F(3,153) = 12.63, *p* < 0.0001. Importantly the standard-housed WT mice did not show any significant learning improvement in this period F(3,42) = 1.95, *p* = 0.136. The analysis also showed a main effect of the Housing (F(1,51) = 15.23 *p* = 0.0003) where enriched mice performed better than standard-housed mice, and of Genotype (F(1,51) = 6.00 *p* = 0.018) where WT mice performed better than MSK1 KD mice. Although there was no significant interaction, on training day 3 and 4 the WT enriched mice clearly outperformed all the other groups. Data are presented as mean ± SEM. (**B**) On the probe trial the enriched WT mice had the best performance. The ANOVA showed a significant effect of Housing (F(1,51) = 8.84, *p* = 0.004), indicating a better performance of enriched mice, but the significant Genotype x Housing interaction (F(1,51) = 4.98, *p* = 0.030) and the Simple Main effects analysis showed that the difference between standard-housed mice and enriched mice was only significant in the WT mice (F(1,51) = 13.26, *p* = 0.001). Heatmaps below the graphs depict the arena occupancy for the mice of each group during the last day of training and the Probe trial. Individual data points are presented for each animal, with the bar graph representing the mean ± SEM of the data. Abbreviation: ns: not significant.

### MSK1 underpins the experience-dependent enhancement of synaptic plasticity across the lifespan

Environmental enrichment has repeatedly been shown to influence synaptic activity [15, 16, 50]. To establish the extent to which changes in synaptic function could underlie the age-, enrichment- and MSK1-dependent effects on spatial working and reference memory, we conducted dual-pathway extracellular recordings from area CA1 of hippocampal slices prepared from the eight groups of experimental animals (2 × genotype, 2 × housing, 2 × age), as previously described [36, 58]. In Adult mice we replicated the observations made previously [36, 58] of a deficit in basal synaptic transmission in the MSK1 KD mice (Figure 8A). This was not associated with an effect of the mutation on axon excitability, as measured by the amplitude of the presynaptic fibre volley, that could account for the differences in basal synaptic transmission (Figure 8A). Similarly, there was no effect on paired-pulse facilitation (PPF; Figure 8B), indicative of similar probabilities of glutamate release between the two genotypes. While these parameters were not obviously affected by enrichment, there was a tendency for the fEPSP to be smaller in enriched WT mice, and for PPF to be increased, but with no change in the presynaptic fibre volley, as we observed in younger animals [36]. These observations are internally consistent as a decrease in the probability of neurotransmitter release would be reflected in both increased PPF and smaller fEPSPs.

**Figure 8:**
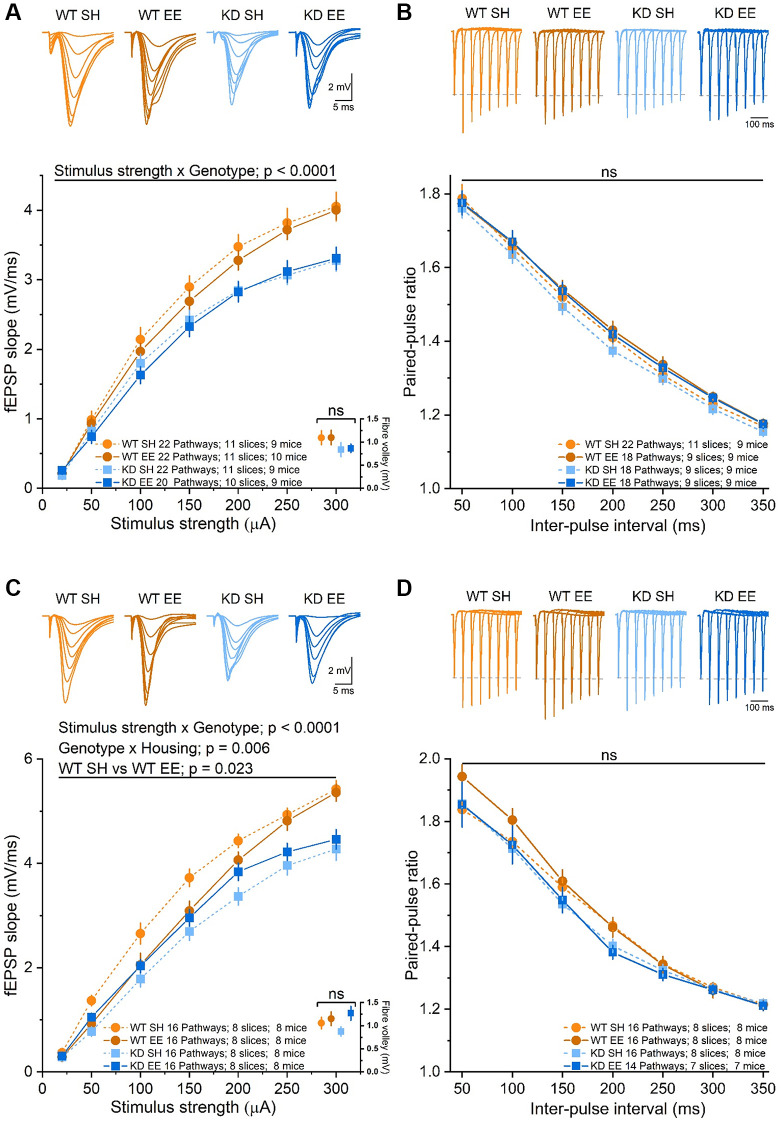
**Basal synaptic transmission of stratum radiatum in area CA1 is affected in an experience- and MSK1-dependent manner.** (**A**) The RM-ANOVA on the fEPSP Input/Output profile in the Adult groups with a within-factor as stimulus strength (20 to 300 μA) gave a significant effect (F(6,492) = 958.85, *p* < 0.0001) and an interaction of stimulus strength x Genotype: F(6,492) = 10.09, *p* < 0.0001 but no significant interaction of stimulus strength x Housing, nor stimulus strength x Genotype x Housing. There was also a significant effect of Genotype (F(1,82) = 13.07, *p* = 0.001), but no significant interaction Genotype x Housing nor Housing alone. A comparison of the fibre volley amplitude across a subset of experiments (10–12 pathways from 7–9 slices and from 7–9 mice) where the fiber volley was measurable at 300 μA (inset, bottom right, data points offset for clarity) showed no significant (ns) effect of Genotype, Housing, or Genotype x Housing across groups. (**B**) The RM-ANOVA on the paired-pulse facilitation in the Adult groups with inter-pulse interval (50–350 ms) as a within-factor variable gave only a significant effect of interval (F(6,432) = 1229.1, *p* < 0.0001) but not of Genotype or Housing. (**C**) In the Aged groups there was a significant effect of stimulus strength (F(6,360) = 787.75, *p* < 0.0001) and an interaction between stimulus strength x genotype (F(6,360) = 7.18, *p* < 0.0001). The between effects analysis revealed a significant effect of genotype (F(1,60) = 28.22, *p* < 0.0001) and an interaction Genotype x Housing (F(1,60) = 8.26, *p* = 0.006). The simple main effect analysis revealed a significant difference between standard-housed and enriched WT mice (F(1,60) = 5.44, *p* = 0.023) and between standard-housed WT and MSK1 KD mice (F(1,60) = 33.51, *p* < 0.0001). A comparison of the fibre volley amplitude across a subset of experiments (10–14 pathways from 6–9 slices and from 6–9 mice) showed no significant (ns) effect of Genotype, Housing, or Genotype x Housing across groups. (**D**) In the analysis of the paired-pulse facilitation data, there was only a significant effect of interval (F(6,348) = 614.28, *p* < 0.0001), but not of Genotype or Housing. Data are presented as mean ± SEM.

In Aged mice, where there was no influence of housing or genotype on the presynaptic fibre volley, enrichment had a significant depressant effect of the fEPSP in WT mice (Figure 8C), with evidence of enhanced PPF at shorter inter-pulse intervals (Figure 8D). In contrast, in enriched Aged MSK1 KD mice there was a marginal increase in the fEPSP (Figure 8C), but without affecting PPF (Figure 8D). Overall, these observations, consistent with those made previously in younger animals [36], suggest that enrichment reduces synaptic transmission in WT mice in an age- and MSK1-dependent manner. This potentially occurs via the reduction in the probability of neurotransmitter release and may serve as a homeostatic measure to limit excessive excitation associated with the continuous sensory stimulation provided by enrichment.

To confirm that the deficit in synaptic transmission, which has also been observed in the medial perforant path input to granule cells in the dentate gyrus in MSK1 knockout mice [59], was not due to a reduction in the density of dendritic spines, upon which excitatory synapses on CA1 neurons are located, we performed an age-, housing condition- and genotype-blind analysis of dendritic spines in stratum radiatum of Golgi-stained CA1 pyramidal neurons (Figure 9). Comparing the mean spine density in individual animals indicated that spine density is similar to (Figure 9A–9C; Adult mice), or indeed greater in MSK1 KD mice compared to WT mice (Figure 9D–9F; Aged mice), replicating observations made previously in younger mice (Figure 9G) [34, 36]. A comparison of CA1 stratum radiatum spine density across the lifespan (Figure 9H) demonstrated that, for the most part, standard-housed MSK1 mutant mice had greater spine density than their WT counterparts, and that enrichment enhanced spine density in both groups, most consistently in WT mice. This suggests that MSK1 is not required for the spine density increase provoked by enrichment. The data also suggest that MSK1 is either required for the pruning of dendritic spines, or that the elaboration of dendritic spines is a compensatory mechanism for reduced synaptic strength at individual spines.

**Figure 9:**
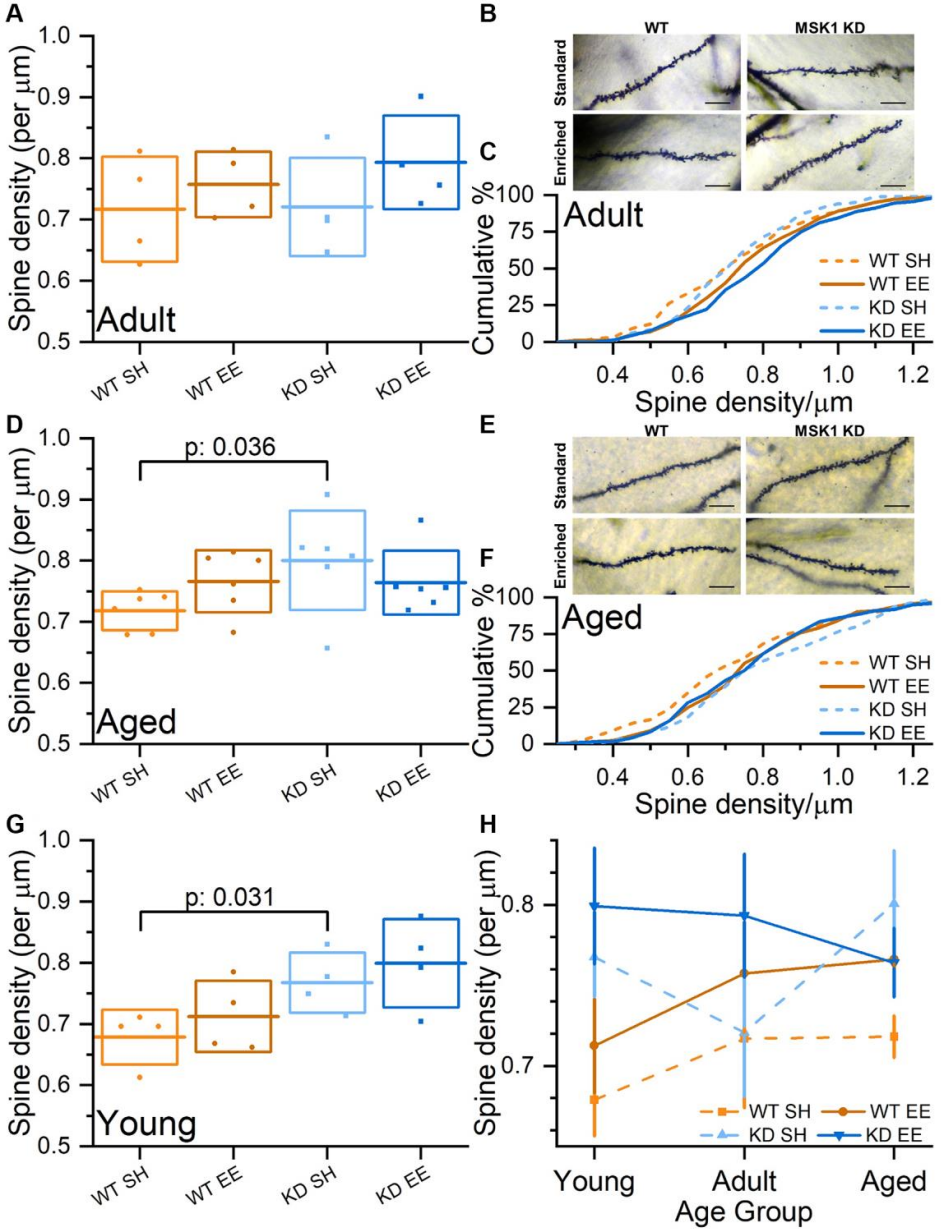
**Experience-, age- and MSK1-dependent effects on CA1 stratum radiatum dendritic spine density.** (**A**) In the Adult groups, when average CA1 stratum radiatum spine densities per animal are compared, there was a trend for enriched animals having greater spine density than standard-housed mice. (**B**) Representative Golgi images of secondary dendrites in stratum radiatum from CA1 pyramidal neurons across the four groups. Scale bars measure 10 μm. (**C**) Cumulative distribution of all spine density measurements across all groups showing rightward shifts of spine density in enriched groups. (**D**) In the Aged groups, when average CA1 stratum radiatum spine densities per animal are compared, there was a tendency for WT mice, but not MSK1 KD mice to show increased spine density after enrichment. (**E**) Representative Golgi images of secondary dendrites in stratum radiatum from CA1 pyramidal neurons across the four groups. Scale bars measure 10 μm. (**F**) Cumulative distribution of all CA1 stratum radiatum spine density measurements across all groups showing rightward shifts of spine density in enriched WT and standard-housed MSK1 KD mice. (**G**) Data from the Young groups are from Privitera et al., (2020) [36]. An across age group Univariate analysis with Genotype (WT or MSK1 KD), Treatment (SH or EE) and Age (Young, Adult and Aged) as independent variables revealed a main effect of Genotype (F(1,44) = 8.18, *p*: 0.006). A simple main Effects Analysis (Sidak correction) revealed a significant difference between standard-housed WT and MSK1 KD in the Young and Aged groups (F(1,44) = 4.96, *p*: 0.031 (**G**) and F(1,44) = 4.68, *p*: 0.036 (**D**), respectively confirming a previous report [34]. (**H**) A summary of CA1 stratum radiatum spine density changes across age, genotype and housing condition on a per animal basis (mean data from **A**, **D**, **G**). Enrichment consistently enhances spine density in WT mice. MSK1 KD mice typically have greater spine density, but the pattern over time, and the effects of enrichment are not correlated. In **A**, **D**, **G**, individual data points represent mean spine density values from individual animals (*n* = 4 (**A**, **G**) or 6 (**D**) mice), the horizontal line is the mean, and the box reflects ± 1 SD of the mean. In H data are presented as mean ± SEM. Additional CA1 stratum radiatum spine density data (per group and per animal) can be found in Supplementary Figure 3.

To further understand the behavioural phenotype of MSK1 mutants we also investigated their ability to strengthen synaptic connections with an *ex vivo* double pathway analysis of LTP in stratum radiatum of area CA1 [36, 58]. In such experiments, one pathway served as an internal control for the stability of synaptic transmission, and the other pathway received stimulation to induce LTP. As a further criterion for the validity of the recordings, stimulus strength was adjusted to evoke fEPSPs of comparable amplitudes (~3 mV) across the 8 experimental groups in order that equivalent postsynaptic depolarisation was elicited. In Adult mice (Figure 10A) these experiments confirmed that CA1 LTP is no different between standard-housed WT and MSK1 KD mice, as observed previously in younger mice [36, 58], and in the dentate gyrus of MSK1 KO mice [59]. They also showed that LTP is selectively enhanced in enriched WT mice, with no effect on LTP in slices from MSK1 KD mice.

**Figure 10:**
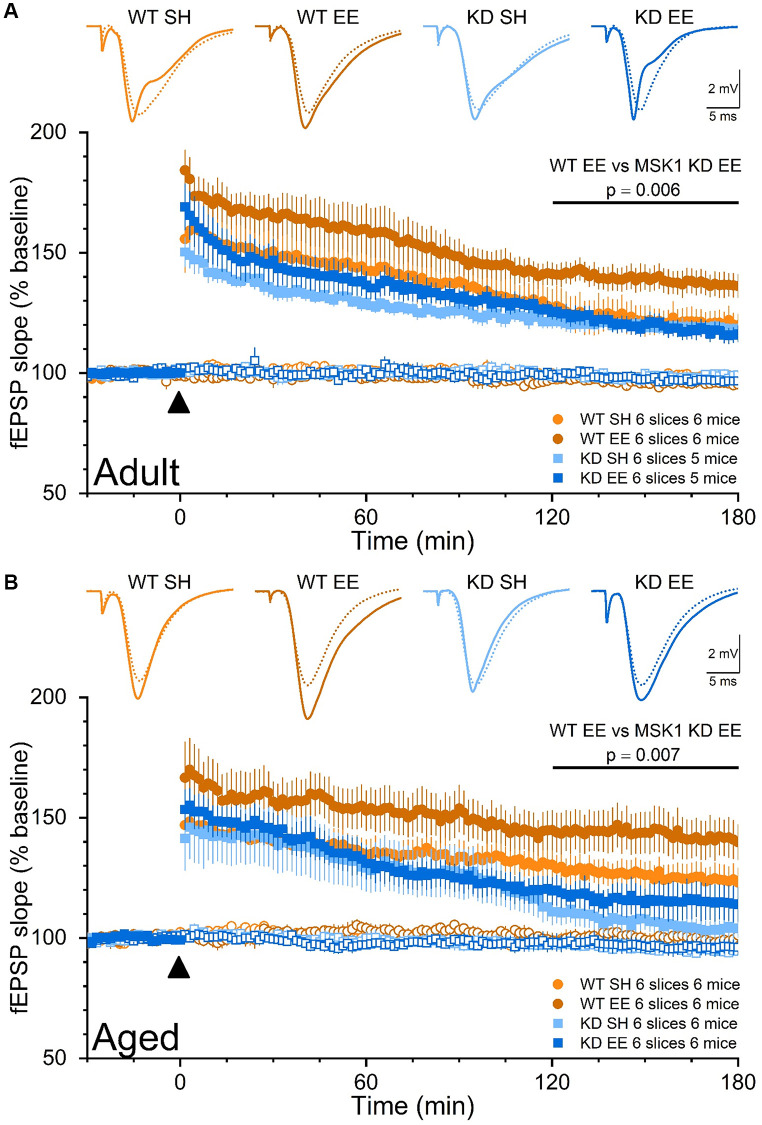
**The enrichment-induced facilitation of LTP in stratum radiatum of area CA1 is dependent upon the kinase activity of MSK1.** Dual pathway fEPSP recordings from stratum radiatum in area CA1 of WT and MSK1 KD mouse hippocampal slices. Filled symbols represent the pathway to which theta-burst stimulation (TBS) was delivered at time zero and denoted by the filled black triangle. Open symbols reflect synaptic transmission in the control, non-TBS, pathway, which served as a control for the viability of the slice over the recording period. Inset fEPSPs show baseline fEPSPs (broken lines) and fEPSPs 150 min after TBS (solid lines) from representative experiments. fEPSPs were stimulus-matched for amplitude prior to TBS delivery, and normalised with respect to average fEPSP slope measurements over the 30 min prior to TBS. (**A**) In the Adult groups the LTP analysis was calculated for the area under the curve (AUC) in the late phase (last 60 minutes) and showed a main effect of Genotype (F(1,20) = 6.20, *p* = 0.022). While there was no Genotype x Housing interaction (F(1,20) = 3.44, *p* = 0.078), a direct comparison between WTEE and KDEE showed a pronounced significant difference F(1,20) = 9.44, *p* = 0.006 while the same comparison between standard-housed mice was not significant (F(1,20) = 0.22, *p* = 0.660). In addition, while the difference between WT SH vs. WT EE was significant (F(1,20) = 7.05, *p* = 0.015), the same comparison between the MSK1 mutant mice did not reach significance (F(1,20) = 0.001, *p* = 0.970). (**B**) Similarly in the Aged groups the LTP analysis was calculated for the AUC in the late phase (last 60 minutes) and showed an even stronger effect of Genotype (F(1,20) = 13.51, *p* = 0.001) where WT mice had greater LTP, and statistical significance for Housing (F(1,20) = 4.34, *p* = 0.050). A direct comparison between WTEE and KDEE showed again a pronounced significant difference (F(1,20) = 9.22, *p* = 0.007). The lack of late LTP in the aged standard-housed MSK1 KD mice contrasted with the appreciable LTP seen in similarly housed WT mice, and was not improved by enrichment (F(1,20) = 1.07, *p* = 0.312). Data are presented as mean ± SEM.

In Aged mice (Figure 10B), LTP in standard-housed mice was different between mutants and WT mice, with LTP returning to baseline within 3 hrs in MSK1 KD mice, but not in WT mice, where robust LTP was observed. A facilitation of LTP was seen after enrichment in MSK1 KD mice but failed to reach statistical significance above that of the standard-housed MSK1 KD mice. In contrast, the duration and extent of the enrichment-induced facilitation of LTP was much more pronounced in WT mice. These observations of enhanced LTP, especially in Aged enriched WT mice, may contribute to the enhanced performance in spatial memory tasks seen in these mice, while the LTP deficit and lack of appreciable facilitation of LTP in the MSK1 KD mice are likely factors in their poor performance on these tasks.

### MSK1 and experience regulate hippocampal gene expression

MSK1 regulates gene expression, including through the phosphorylation of CREB and histone H3 [40]. 

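Hippocampal RNA of Aged mice was sequenced in 24 libraries, 1 per mouse and 6 for each of WT standard-housed (WTSH), WT enriched (WTEE), MSK1 KD standard-housed (KDSH) and MSK1 KD enriched (KDEE) mice. MSK1 KD mice carry a point mutation that removes the kinase activity of MSK1, and enriched mice were kept in large rat cages with a running wheel, tubes, plastic toys and a ladder. The paper left out WTSH samples 4 and 7 and KDSH sample 6 because of ribosomal RNA contamination and a low correlation with the other samples of their group, so 21 libraries remained, 4 of WTSH, 5 of KDSH, 6 of WTEE and 6 of KDEE. Values are given over these 21 libraries first and over all 24 libraries second. The authors trimmed the read pairs with Skewer, aligned them to the mouse genome (GRCm38) with STAR and deposited the number of uniquely aligned read pairs that HTSeq counted on each gene symbol, without regard to strand and without normalization. The number of read pairs counted on genes in the 21 libraries ranged from 27410239 to 71907130. The medians of the groups were 48427422.5 in WTSH, 42026342 in KDSH, 56016403 in WTEE and 46524943 in KDEE. The WTEE libraries were deeper than the other 15 (exact two-sided permutation test, p = 0.00306) and than the 6 KDEE libraries (p = 0.0303, same test). Samples 4, 6 and 7 held 15800187, 39585901 and 23318036 counted read pairs, respectively. Genes were tested on these counts with edgeR's quasi-likelihood test after TMM normalization, with the 4 groups in a single model, and a gene was called at the thresholds stated in the paper, a Benjamini-Hochberg adjusted p value under 0.05 and an absolute log2 fold change over 0.38. The test covered 20187 genes after edgeR's default filter on low counts. The same contrasts were computed with the Wald test of DESeq2, the method named in the paper. The choice between these methods, the filter on low counts, the libraries and groups included, the robust fit and a covariate each changed the number of genes called in at least 1 comparison. Normalized counts are counts scaled by TMM to the mean library size, and no molecular identifiers were used, so that PCR copies of a fragment count separately.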

Since we previously observed an experience- and MSK1-dependent homeostatic downregulation of key MAPK signalling and plasticity-related genes and proteins in response to enrichment [36], we conducted an RNA-Seq analysis of gene expression in the hippocampi of Aged standard-housed and enriched WT and MSK1 KD mutant mice, since Aged mice benefitted most from the enrichment protocol. 

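Over the 21 libraries, a PC analysis of the 500 genes with the largest variance after DESeq2's variance stabilizing transformation placed 56.3% of the variance on PC1 and 19.1% on PC2, 75.4% together, with 7.37% on PC3. Differences between the group means accounted for 16.3% of the spread along PC1 and 32.3% of the spread along PC2, and the rest lay between mice of one group. With the 24 libraries, PC1 held 42.5% and PC2 33.7%. The share of PC1 moved most with edgeR's log2 CPM (prior count 2) as the transformation, to 37.2%, when PC2 held 34.3%. The transformation is not named in the paper's text. On PC2 the largest weights were those of Mir6236, Gm23935 and Lars2, followed by the 18S rRNA gene model Rn18s-rs5 and the satellite repeat gene model Gm10800. The gene with the largest weight on PC1 was Ttr, followed by Tmem72 and Clic6. Ttr (chromosome 18 of GRCm38, 20665280 to 20674321, plus strand) had 51200 ± 99000 normalized counts in WTSH (SD, n = 4), 1330 ± 1340 in KDSH (SD, n = 5), 85600 ± 130000 in WTEE (SD, n = 6) and 94700 ± 173000 in KDEE (SD, n = 6), so that in every group the SD exceeded the mean.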

A principal component (PC) analysis (Figure 11A, 11B) revealed that the majority of the variance in gene expression (78 %) was captured by two PCs – PC1 (62 %) and PC2 (12%; Figure 11A). 

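The mean score on PC2 was 5.7 ± 5.65 in WTEE (SD, n = 6 mice), −2.96 ± 8.68 in WTSH (SD, n = 4), −0.789 ± 5.23 in KDSH (SD, n = 5) and −3.07 ± 4.72 in KDEE (SD, n = 6). WTEE lay 7.98 above the mean of the other 15 mice (exact two-sided permutation test, p = 0.011). Against single groups, the same exact permutation test gave p = 0.0173 for WTEE against KDEE, p = 0.0996 against KDSH and p = 0.1 against WTSH. These p values crossed 0.05 under some settings. With log2 CPM the exact permutation test gave p = 0.0333 against WTSH and with 1000 genes p = 0.0519 against KDEE. The exact test gave p = 0.0119 against WTSH without WTSH sample 2, p = 0.0397 and p = 0.0238 against KDSH without WTEE samples 10 and 13, respectively, and p = 0.0541 against KDEE without KDEE sample 12. With the 24 libraries the exact permutation p against KDEE was 0.385. The scores of WTEE ran from −1.93 to 15.7, and 5 of the other 15 mice scored above the lowest WTEE mouse and 3 above the WTEE median. The 2 highest scores outside WTEE were 10 in WTSH sample 2 and 6.25 in KDEE sample 15. Over the 24 libraries, the difference between WTEE and the other groups was 5.3 (exact two-sided permutation test, p = 0.218). On PC1 the group means were −1.56 ± 11.2 in WTSH (SD, n = 4), −7.33 ± 1.72 in KDSH (SD, n = 5), 3.47 ± 13.6 in WTEE (SD, n = 6) and 3.69 ± 13.4 in KDEE (SD, n = 6). From the overlap on PC1 and the position of WTEE on PC2, the paper states that the second component set the enriched WT mice apart.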

While there was overlap across the four groups particularly in PC1, PC2 separated WT enriched mice from the other three groups (Figure 11B). 

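Among the 20187 genes tested over the 21 libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 passed the thresholds between KDSH and WTSH, 0 between WTEE and WTSH and 0 between KDEE and KDSH. The smallest adjusted p values were 1, 0.241 and 0.288, respectively. At an unadjusted p value under 0.05, 202 genes differed between KDSH and WTSH, 1322 between WTEE and WTSH and 2345 between KDEE and KDSH. Among the alternatives set before the data were examined, the Wald test of DESeq2 moved these numbers most and called 0, 2 and 14 genes in these comparisons. With its independent filtering tuned to an adjusted p value of 0.05 in place of its default of 0.1, a setting chosen after the data were seen, DESeq2 called 0, 2 and 12 genes. Over all 24 libraries, edgeR called 0 genes between KDSH and WTSH, 1 between WTEE and WTSH and 0 between KDEE and KDSH. DESeq2 called 1, 6 and 22 genes over the 24 libraries. Single libraries decided these numbers in DESeq2, in fits also chosen after the data were seen. Between WTEE and WTSH it called 0 genes without either WTSH sample 5 or WTSH sample 19, and 54 without WTSH sample 2. Between KDEE and KDSH it called 0 without any 1 of KDSH sample 8, KDEE sample 14 and KDEE sample 15, and 206 without WTEE sample 10.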

An analysis of differential gene expression (differentially-expressed gene; DEG) between the groups (Supplementary Data 1–7) showed that there were no DEGs between WT and MSK1 KD standard-housed animals, two DEGs between the two WT groups, and twelve DEGs between the two MSK1 KD groups (Figure 11C). Of these DEGs, one (Batf3) was unique and up-regulated in enriched WT animals; one (Ighm) was common to both and upregulated in enriched mice of both genotypes, and eleven were unique to the MSK1 KD mutant (Figure 11D). Of these eleven, seven were downregulated by enrichment and four were upregulated (Figure 11D).

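Batf3 (ENSMUSG00000026630, chromosome 1 of GRCm38, 191097847 to 191108945, plus strand) had 80.2 ± 16.7 normalized counts in WTEE (SD, n = 6 mice) and 43.1 ± 10.3 in WTSH (SD, n = 4), a log2 fold change of 0.90 (standard error 0.18, adjusted p = 0.445 from edgeR's quasi-likelihood test). Every WTEE mouse had a higher count than every WTSH mouse (exact two-sided permutation test, p = 0.00476, the smallest p that these group sizes allow). Over all 24 libraries, the log2 fold change was 0.95 (adjusted p = 0.044 from edgeR), and the WTSH samples left out by the paper are included in its mean of 38.1 ± 8.32 (SD, n = 6). Between KDEE and KDSH, Batf3 had a log2 fold change of 0.18 (standard error 0.17, adjusted p = 0.648 from edgeR), and the difference between the 2 effects of enrichment was 0.72 (standard error 0.24, adjusted p = 0.73 from edgeR). Ighm (ENSMUSG00000076617, chromosome 12, 113418558 to 113422730, minus strand), which the annotation lists as an immunoglobulin constant region gene, had 1500 ± 275 normalized counts in WTEE (SD, n = 6) and 943 ± 96.5 in WTSH (SD, n = 4), with a log2 fold change of 0.68 (standard error 0.12, adjusted p = 0.241 from edgeR). In the mutant, its normalized counts were 1290 ± 77.4 in KDEE (SD, n = 6) and 920 ± 133 in KDSH (SD, n = 5), with a log2 fold change of 0.48 (standard error 0.11, adjusted p = 0.337 from edgeR). The enriched and standard-housed mice did not overlap in either genotype for Ighm (exact two-sided permutation test, p = 0.00952 in WT and p = 0.00216 in MSK1 KD). Its difference between the 2 effects of enrichment was 0.19 (standard error 0.16, adjusted p = 1 from edgeR). By the Wald test of DESeq2, the adjusted p value between WTEE and WTSH was 0.0475 for Batf3 and 0.0017 for Ighm, and that of Ighm between KDEE and KDSH was 0.0358.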

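Of the 14 genes called by DESeq2 at its default filtering, 8 were lower in KDEE than in KDSH (Sycp2, Banp, Myo1h, Traip, C4a, Gh, Gm26621 and Acrbp) and 6 were higher (Ighm, Cdh3, Plekho2, Tnfaip2, Wnt3 and Ttr). Acrbp and Ttr were not called with filtering tuned to 0.05, a setting chosen after the data were seen. Apart from Ighm, Acrbp and Ttr, all 11 had the same direction in edgeR, where their adjusted p values lay between 0.288 and 0.35. Sycp2 (chromosome 2 of GRCm38, 178345293 to 178407685, minus strand) had 70.6 ± 8.39 normalized counts in KDEE (SD, n = 6 mice) and 117 ± 17.4 in KDSH (SD, n = 5), with a log2 fold change of −0.73 (standard error 0.13, adjusted p = 0.288 from edgeR's quasi-likelihood test) and no overlap between the groups (exact two-sided permutation test, p = 0.00216). The log2 fold changes of Banp, Myo1h, Traip, C4a and Gm26621 lay between −0.84 and −0.48, and those of Plekho2, Tnfaip2 and Wnt3 between 0.47 and 0.61. Banp, Myo1h, Gm26621 and Tnfaip2 overlap exons of other genes, the authors counted without strand, and whether this changed their counts was not tested. Gh, the growth hormone gene (chromosome 11, 106300271 to 106301865, minus strand), had 6170 normalized counts in KDSH sample 8 and at most 301 in the other 4 KDSH mice, against 10.9 ± 13.6 in KDEE (SD, n = 6), a log2 fold change of −6.92 (standard error 1.75, adjusted p = 0.338 from edgeR). Without sample 8, the log2 fold change of Gh was −2.89. Cdh3 (chromosome 8, 106510891 to 106557297, plus strand) had 1 count in every KDSH mouse, which is under the floor of 3 counts, and 383 normalized counts in KDEE sample 12 against 131 in the next KDEE mouse. Its mean in KDEE was 90.4 ± 152 (SD, n = 6), 4 of the 6 KDEE mice were above the floor, and the groups overlapped (exact two-sided permutation test, p = 0.193). Over the 24 libraries, each of the 11 genes kept its direction.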

**Figure 11:**
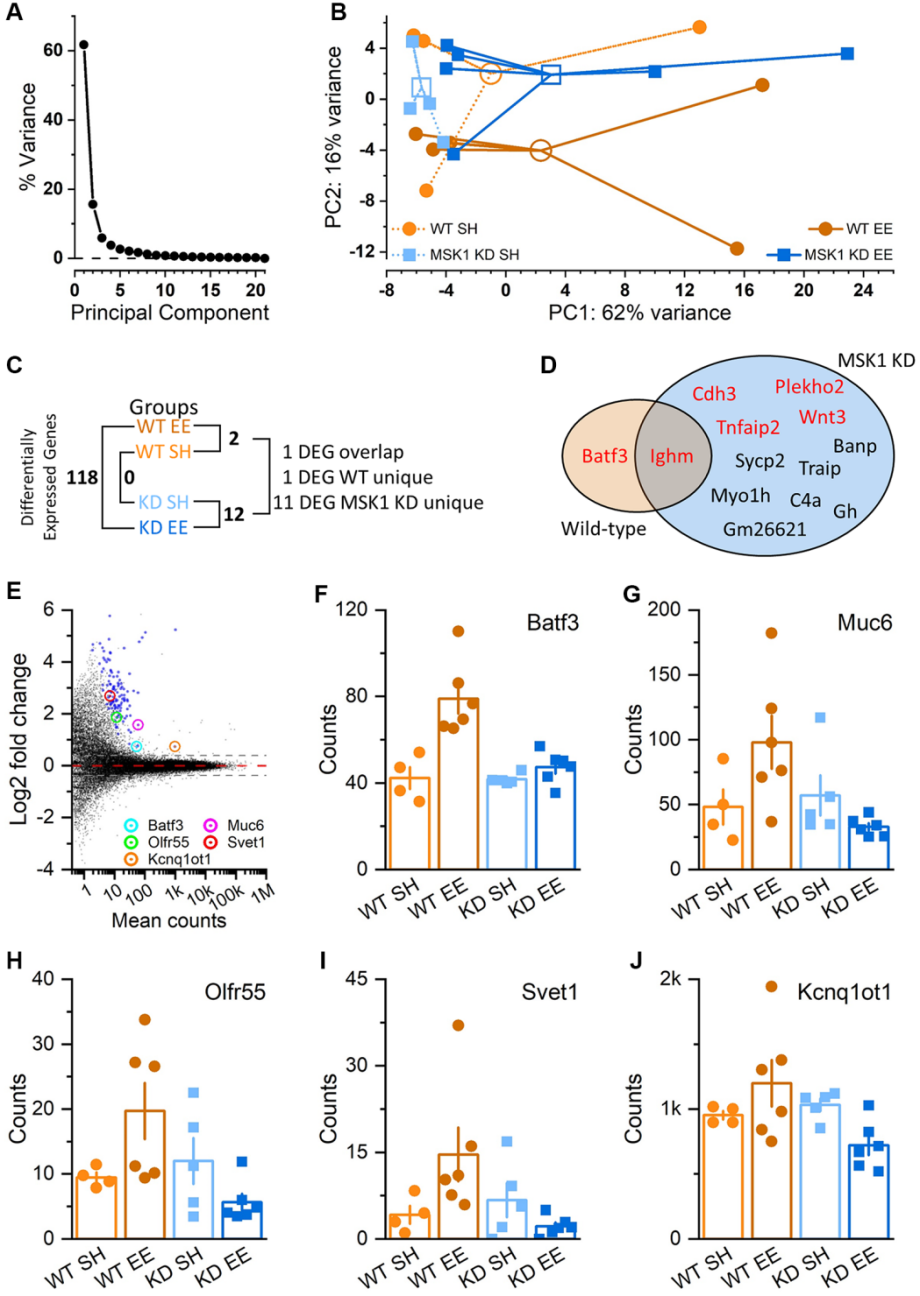
**Regulation of hippocampal gene expression by experience and MSK1.** (**A**) Scree plot of Principal Component (PC) variation as a percentage for the top 500 variance gene transcripts. One PC accounts for the majority of the variance (PC1; 62%), while the second PC (PC2) accounts for 12% of the variance. (**B**) PC analysis across groups and individual animals (filled symbols; 4–6 mice per group). Groups are identified by colour and are clustered around the arithmetic mean centroid (open symbol). The enriched WT group (WT EE) can be distinguished by migration along PC2. (**C**) Differential gene expression across groups, with the number of differentially-expressed genes (DEGs) given (Supplementary Data 1–7). (**D**) Venn diagram of unique and overlapping genes between WT and MSK1 KD mice. In red are genes that were upregulated by enrichment; in black text are those downregulated by enrichment in MSK1 KD mice (Supplementary Data 2 and 5). (**E**) MA plot of gene expression in enriched WT mice compared to that in enriched MSK1 KD mice. On the y-axis are plotted DESeq2 β-prior transformed log2 fold changes, with mean number of counts per group plotted along the x axis. Broken lines at ± 0.38 equate to a ± 1.3-fold change, with zero change indicated by the red broken line. Blue symbols show the 118 DEGs, while circled are five named genes with assigned functions (Supplementary Data 7). (**F**–**J**) Bar charts for each of the five genes showing individual counts for each animal in each group.

Between the enriched mice, 118 DEGs were observed (Figure 11C), with all of them upregulated in the enriched WT mice (Figure 11E). 

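Between WTEE and KDEE, 0 of 20187 genes passed the thresholds in edgeR's quasi-likelihood test over the 21 libraries (smallest adjusted p = 0.184), and 1007 genes had an unadjusted p value under 0.05. The Wald test of DESeq2 called 118 genes, all 118 higher in WTEE, and these are the 118 genes of Supplementary Data 7. Over all 24 libraries, edgeR and DESeq2 each called 0 genes in this comparison, although none of samples 4, 6 and 7 is an enriched mouse. Without WTEE sample 10, DESeq2 called 1 gene, and without WTEE sample 16 it called 187. Of the 118 genes, 102 passed edgeR's filter on low counts, and their median log2 fold change in edgeR was 2.51 over the 21 libraries, or 2.40 with the 10 genes at or under the floor of 3 counts in every KDEE library set to their bound. All 102 had an adjusted p value under 0.05 in edgeR when adjusted over the list alone, against 0 over all genes tested. The counts behind them were low, with a median over the 118 genes of 11.6 mean normalized counts and 115 of the 118 under 100. For each library, edgeR's log2 CPM (prior count 2) were averaged over the genes. This mean was −1.06 ± 0.75 in WTEE (SD, n = 6 mice), −3.01 ± 0.23 in KDEE (SD, n = 6), −1.99 ± 0.87 in KDSH (SD, n = 5) and −2.57 ± 0.77 in WTSH (SD, n = 4). The WTEE mice lay between −2 and −0.0405 and the KDEE mice between −3.3 and −2.69. The samples that the paper left out had means of 1.13 (WTSH sample 4), 0.842 (WTSH sample 7) and −1.29 (KDSH sample 6), and samples 4 and 7 lay above every WTEE mouse. Because the 118 genes were chosen on these libraries, their levels in WTEE and KDEE, and the count adjusted over the list alone, are not independent evidence. From the direction of the 118 genes, the paper concludes that gene expression was raised in the enriched WT mice relative to enriched MSK1 KD mice.

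**Figure D1:**
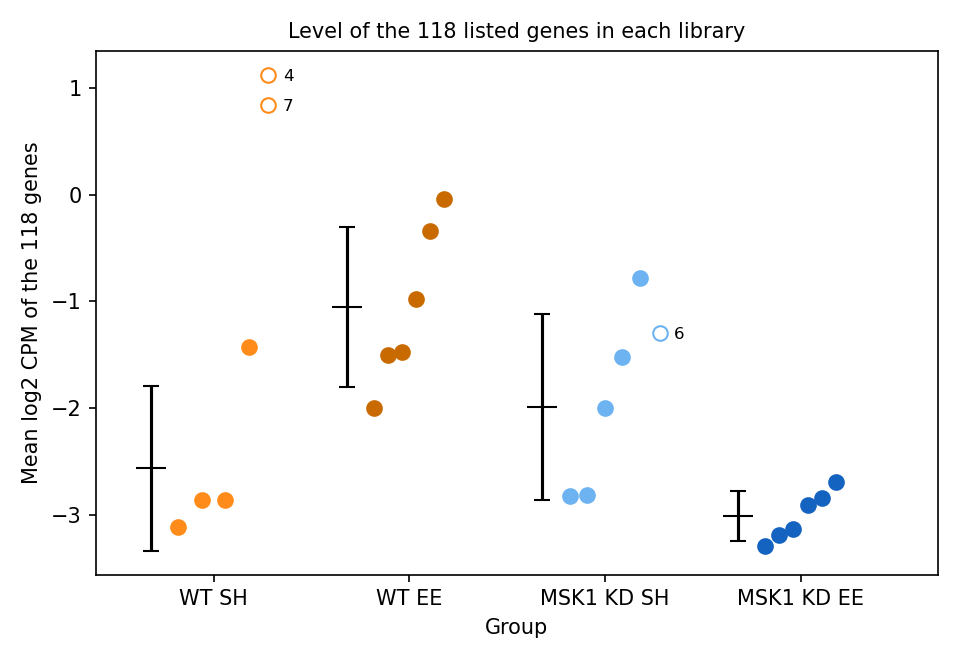
Mean log2 CPM of the 118 genes of Supplementary Data 7 in each library (vertical axis), by group (horizontal axis); filled circles are the 21 libraries used in the paper, open circles are samples 4, 6 and 7, and the black bars give the mean ± SD of the filled circles. The 6 WTEE mice lie between −2 and −0.0405 and the 6 KDEE mice between −3.3 and −2.69, while open circles reach 1.13 in WTSH.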

The majority of these genes (Supplementary Data 7) were genes of unknown function, precluding their Gene Ontology (GO) classification. However, some (Batf3, Muc6, Olfr55, Svet1 and Kcnq1ot1) have had functions ascribed; these genes are indicated on the MA plot (Figure 11E) and the gene expression counts for each across the four groups of animals are provided (Figure 11F–11J, respectively). 

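In the GENCODE M21 annotation of GRCm38, 78 of the 118 genes (66.1%) belong to the biotype TEC, which marks gene models that await experimental proof, against 824 of the 20187 genes tested in edgeR (4.08%). Protein-coding genes made up 7 of the 118 (5.93%) and 76.4% of the tested genes. The remaining genes included 6 antisense, 6 long intergenic noncoding, 6 sense intronic and 6 processed pseudogene models, and 4 had no unique match in the annotation. Of the 118 genes, 85 (72%) lie inside an intron of a protein-coding gene, compared with 6.99% of the tested genes, and 12 (10.2%) overlap no other gene, compared with 41.1%. A total of 103 of the 118 symbols have the form Gm followed by a number.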

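Muc6 (ENSMUSG00000048191, chromosome 7 of GRCm38, 141633456 to 141655319, minus strand) had 99.3 ± 50.1 normalized counts in WTEE (SD, n = 6 mice), 33.5 ± 7.32 in KDEE (SD, n = 6), 57.6 ± 34.4 in KDSH (SD, n = 5) and 49.1 ± 27.6 in WTSH (SD, n = 4). Its log2 fold change between WTEE and KDEE was 1.56 (standard error 0.37, adjusted p = 0.184 from edgeR's quasi-likelihood test) and the groups overlapped (exact two-sided permutation test, p = 0.00649). Olfr55 (ENSMUSG00000094891, chromosome 17, 33168447 to 33180753, plus strand), an olfactory receptor gene, had 20 ± 10.8 normalized counts in WTEE (SD, n = 6) and 5.77 ± 3.24 in KDEE (SD, n = 6), with a log2 fold change of 1.84 (standard error 0.44, adjusted p = 0.184 from edgeR). Svet1 (ENSMUSG00000109648, chromosome 8, 29108837 to 29112776, minus strand) is a TEC gene model inside an intron of Unc5d and had 14.8 ± 11.4 normalized counts in WTEE (SD, n = 6) and 2.2 ± 1.73 in KDEE (SD, n = 6), where the raw counts were 0 to 5. Its log2 fold change was 2.58 (standard error 0.67, adjusted p = 0.189 from edgeR). WTEE sample 10 had 37 normalized counts of Svet1, against at most 16.4 in the other WTEE mice, and without it the log2 fold change was 2.07. In WTSH samples 4 and 7, which the paper left out, these genes had 136 and 169 (Muc6), 47.9 and 49.3 (Olfr55) and 62.6 and 80.4 (Svet1) normalized counts, scaled with all 24 libraries. In KDSH sample 6 the values were 38, 5.94 and 7.12.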

The role of these genes varies from a transcription factor regulating immune dendritic cell development (Batf3) [60], a long noncoding RNA involved in DNA methylation and transposon repression (Kcnq1ot1) [61], and developmental neuronal migration (Svet1) [62].

## DISCUSSION

Cognitive abilities decline across the lifespan and can be accelerated by neurodegenerative disorders such as Alzheimer’s disease. This can lead to dementia and increasing dependence on health-care systems, with the consequent impact on the individual, families and society [1]. Considerable interest exists in identifying strategies to alleviate the impact of ageing on human brain function, and a number of relevant factors revolve around lifestyle choices that may protect against the greater vulnerability of the human brain as ageing progresses [63]. Notably, several of these involve what might be regarded as environmental enrichment, in terms of being exposed to larger social groups, complexity/variety of experience, and physical activity [9, 64].

These features, which we have brought together, are provided in experimental environmental enrichment protocols that mimic holistic and translational approaches applicable to the ageing human. Such protocols have repeatedly been shown to have benefits on brain health and cognition across many models of both mental health and neurological disorders [14, 16, 54]. For example, pioneering studies in a mouse model of Huntington’s disease (R6/1 mice), a condition that had been described as 100 % genetic [65] showed that enrichment from 4 weeks of age spared brain tissue and dramatically delayed the onset and reduced the incidence of the motor signs associated with the mutation [26]. Potential mechanisms may range from an enrichment-induced stabilisation of the striatal phosphoproteome [66] to an influence on the gut microbiome [67]. In models of Alzheimer’s disease, early studies of enrichment showed a decrease in Aβ deposition in the brains of enriched mice, possibly due to an upregulation of the Aβ protease, neprilysin [28], and improved performance on Morris and radial water mazes, despite a potentially sex-related increase in amyloid load [29]. Mechanisms by which enrichment may reduce the impact of Alzheimer’s disease pathology may include stimulation of adult hippocampal neurogenesis or the enhancement of synaptic plasticity, through a range of intracellular signalling cascades and genes upregulated by enrichment [31]. These beneficial effects of an enriched environment have led to calls for the development of pharmacotherapeutics (“enviromimetics”) evoking the benefits of this enriched experience in those with congenital, acquired or age-related cognitive impairment [14, 32, 33].

Such endeavours require insight into the biochemical processes evoked by enrichment in order that compounds may be developed that target those particular pathways. Of note, BDNF-dependent signalling has repeatedly been implicated as mediating the beneficial effects of environmental enrichment [16, 31, 54], and one agonist for the BDNF TrkB receptor, 7,8-dihydroxyflavone, is reported to be efficacious in a range of experimental models of cognitive impairment [68–70]. Downstream of the BDNF TrkB receptor is MSK1 [16, 40], which we have shown previously in young animals is required for homeostatic synaptic plasticity [34], and both the expansion of the dynamic range of synapses and the full cognitive benefits that enrichment brings [36].

We now extend these observations across the lifespan with the view to establishing whether the BDNF/MAPK/MSK1 signalling cascade retains its relevance as a key transduction pathway for the benefits of environmental enrichment as age increases, particularly since the cellular and molecular mechanisms underlying the benefits of enrichment in late life have not been elucidated. We show that MSK1 retains its importance in converting positive experience into tangible synaptic and cognitive benefits well into old age, reinforcing the aged brain’s capacity to benefit from positive experience, MSK1’s prominence as a key player in the response to enrichment, and its potential as a target for enviromimetics.

### Experience induces age- and MSK1-dependent effects on exploratory and anxiety-like behaviours

In the present study we exposed separate groups of male C57Bl/6J mice to 10 weeks of enrichment prior to behavioural testing at two ages, at 6 months of age (the Adult group) and at 18 months of age (the Aged group). While mouse to human age comparisons are not a linear function [71], this timeline broadly equates to 4–6 human years of enrichment, starting from the late 20s and early 70s of human life, respectively [71], and approximates to the time spent by 70 year olds in care homes (between 4 and 6 years) [72]. Standard housing or enrichment continued for the remainder of the studies until the mice were 11.5 and 23 months of age, broadly equivalent to early 40s and late 70s in humans, respectively.

A recent survey of the enrichment literature showed that, in addition to a wide range of different environmental enrichment protocols, the ages at which animals are exposed to enrichment, and the duration for which enrichment occurs also varies widely across studies, with enrichment lasting anywhere between 2 and 20 weeks, with animals being tested between 6 and 100 weeks of age [16]. Thus, our protocol is not dissimilar from those reported previously, and had clear effects on behaviour, gene expression and spine density and synaptic plasticity. This may reflect the fact that enrichment started in the Adult and Aged groups at a time, before the median lifespan for the species and strain (32–33 months in male C57BL/6J mice [73, 74]), when the effects of ageing may be manipulable [75].

Ten weeks of environmental enrichment in Adult mice had tangible effects on behaviour. This was evident in the open field arena where enriched mice of both genotypes (WT and MSK1 KD) demonstrated less exploratory behaviour compared to their standard-housed counterparts. This was true for both the open field and open field + object components of the test, as we had previously observed in young (~4 months) mice raised form birth in enrichment [36], and by others in adult and aged rodents [76–79], and may be due to faster habituation to novelty by enriched animals [80, 81]. However, a genotype-dependent effect was observed upon exposure to the object, with reduced locomotor activity in the Adult MSK1 mutant mice (which was not seen previously in young mice). It is possible that the salience or potential threat posed by this object was not appreciated by the MSK1 KD mice, rendering them less inclined to increase motor activity in response.

As expected, Aged mice travelled less in the open arena, and the difference between enriched and standard-housed mice was only apparent within the first 10 mins of the trial. The lack of a clear differential thereafter (as per the Adult and young mice) could reflect a floor effect in generally lower levels of locomotion and physical activity in Aged animals [23]. Introduction of the object initially provoked increased locomotion in all groups except the standard-housed WT mice. The reasons for this are unclear, but could reflect a blunted response to salient stimuli in standard-housed Aged WT mice vs. increased anxiety-like behaviour in standard-housed Aged MSK1 mutant mice, and increased curiosity of the Aged enriched mice. This may be the case since the heatmaps suggested approaches to the object in the enriched mice. Thereafter in the open field + object phase only the enriched WT mice showed reduced locomotor activity, a pattern seen in young [36] and Adult enriched WT mice. This suggests that in Aged mice introduction of the object was capable of discriminating between the enriched genotypes, and may reflect a particular anxiety-like phenotype in the MSK1 mutant mice not completely ameliorated by enrichment.

Directly examining anxiety-like behaviour in the elevated plus maze showed that enrichment had no benefit in Adult mice, with enriched mice of both genotypes travelling as much into the open arms as the standard-housed mice. This is in contrast to the benefits on enrichment on reducing anxiety-like behaviour across genotypes in both young [36] and Aged WT and MSK1 mutant mice, all of which displayed increased exploration of the open arms of the maze, and which has also been observed in enriched aged rats [82]. This lack of effect of enrichment in Adult mice anxiety-like behaviour is somewhat surprising, but published reports are equivocal, with benefits in adult rats in some studies [83] but not in others [23], with equally equivocal observations in mice, where the duration of enrichment may be important [84, 85]. One potential explanation for the lack of effect of enrichment in Adult male mice may be a stronger instinct for self-preservation and the avoidance of potentially dangerous situations at a time when they are most likely to be sexually active. Thus, the drive to reproduce may lead to the avoidance of risk-taking when there is nothing obvious to be gained. In contrast, enriched Aged mice, well into their reproductive senescence period [71], did show reduced anxiety-like behaviour. From a translational perspective, enrichment strategies reducing anxiety or increasing confidence among the elderly may reduce loneliness and social isolation [86] or the fear of falling [87], and could lead to the mental and physical health benefits associated with engagement with social groups and physical exercise [64].

### The benefits of enrichment on hippocampus-dependent cognition become increasingly dependent upon MSK1 as ageing progresses

Spontaneous alternation is a test of hippocampus-dependent spatial working memory [88], and has been shown to be improved by enrichment, particularly as animals age [19, 23, 82, 89]. Similar to the observations made in young mice [36], enrichment had an overall beneficial effect on this form of cognition in Adult mice. However, in both young [36] and Adult mice, the benefits of enrichment were only statistically significant when the performance of WT mice was compared, suggesting that the kinase activity of MSK1 is necessary to fully transduce the enrichment experience into enhanced spatial working memory. In Aged mice, a clear interaction between genotype and housing was found, with only Aged WT mice showing benefits of enrichment, and the MSK1 mutant mice raised in standard and enriched housing behaving identically. This suggests that MSK1 is recruited during ageing to enhance spatial awareness in response to enrichment.

In the more cognitively-demanding Morris water maze for spatial reference memory, in which performance is also improved by enrichment [76, 82, 90–92], further distinctions in performance were made across age, housing and genotype. In Adult mice, learning of the platform location occurred across all groups, but with the clearest evidence for accelerated learning in enriched WT mice compared to all other groups, and with no difference in learning between standard-housed and enriched MSK1 mutant mice. This contrasts with the situation in young mice, where learning the water maze by enriched MSK1 KD mice was comparable to that of enriched WT mice [36]. Imposing further cognitive demands through reversal learning or the probe trial revealed further deficits in Adult MSK1 KD mice, in keeping with observations made in young mice [36]. Thus, the recruitment of MSK1 by enrichment for the learning of a spatial reference memory occurs in the Adult phase, while the dependence on MSK1 for more difficult cognitive tasks (cognitive flexibility, the persistence of memory) can be observed at an earlier age.

This age-dependence upon MSK1 reached its apogee in water maze experiments in Aged mice where the only evidence of strong learning of the platform location was found in enriched WT mice, with only weak, if any, learning of platform location occurring in the other three groups. This disparate learning precluded a reversal learning trial, but the probe trial showed that of all four groups, only the enriched WT mice performed above chance. Thus, the ability to learn the water maze declines with age, but can be ameliorated by exposure to an enriched environment [23, 82, 91]. Given spatial memory deficits that occur with human ageing [93], and the potential impact this has on, for example elderly pedestrians and vehicle drivers, enrichment strategies may improve the ability of the elderly to navigate environments, and enhance spatial awareness of both static and moving objects. Indeed, exposure to virtual environments have been shown to have benefits in improving spatial awareness among older people [94]. This suggests that plasticity remains within the ageing visuospatial system, and that it can be rehabilitated with exposure to appropriate stimulation, in a manner that is potentially dependent upon MSK1.

### Enrichment provokes age- and MSK1-dependent changes in the density of dendritic spines, synaptic transmission, and synaptic plasticity in stratum radiatum of area CA1

We have previously reported that synaptic transmission in area CA1 is impaired in young mice lacking the kinase function of MSK1 [36, 58], as it is in dentate gyrus of MSK1 knockout mice [59]. We replicated these observations in area CA1, and the absence of differences in axon excitability as measured by the fibre volley, in two further groups of mice of different ages, and reiterated the seeming reduction in the strength of synaptic transmission that enrichment provokes exclusively in WT mice [36]. The influence of enrichment on synaptic transmission has been studied by several groups, but the majority of studies report no significant differences in input/output synaptic transmission profiles between enriched and standard-housed animals [15, 16, 50]. One potential explanation is that this lack of change in the strength of synaptic transmission reflects a homeostatic adjustment to avoid potential overexcitation of neuronal networks, especially in the face of increased dendritic spine density, or that differences in enrichment protocols influence the outcome for basal synaptic transmission. For example, in a recent survey of electrophysiological studies after environmental enrichment [16], we found that the majority of studies reporting no change in basal transmission lacked one or more aspects of enrichment (social, complexity, exercise), whereas those studies showing increases of transmission included female animals. In the present study, all of the former, and none of the latter, were used.

Our studies, across three age groups, suggest that this homeostatic downregulation does occur to the point that electrically-evoked fEPSPs in enriched WT mice are subtly, but consistently, weaker than those in their standard-housed counterparts, and which may be due in part to a reduction in the probability of glutamate release, as evidenced by parallel increases in paired-pulse facilitation ratios. In contrast, no such downregulation of the fEPSP occurred in MSK1 KD mice, suggesting that MSK1 is necessary for this homeostatic adjustment in basal synaptic strength, as it is for homeostatic synaptic plasticity provoked by pharmacological activity deprivation or enhancement in cultured neurons [34].

These apparent decreases in electrically-evoked synaptic transmission provoked by enrichment in WT mice contrast with observations of enhancements in the amplitude of miniature excitatory postsynaptic currents (mEPSCs) observed after in enrichment in WT mice, but not MSK1 KD mice at both hippocampal CA1 [34] and neocortical synapses [37]. mEPSCs reflect the spontaneous and action potential-independent release of individual quanta of glutamate onto individual synaptic sites on postsynaptic neurones, and contrast with the electrically-evoked and action potential-dependent fEPSP, which reflects the sum of glutamate release across large numbers of synapses, and the amplitude of which will be influenced by spine density. Furthermore, different neurotransmitter vesicle pools are likely to contribute to synaptic transmission between neurons [95], and their recruitment may depend upon the nature of the stimulus. Thus, while quantal synaptic transmission may be enhanced by enrichment, at least in our studies (but see [96, 97]), this is not reflected at the population fEPSP level, as has been observed by others [15, 16, 50].

An analysis of the density of dendritic spines in area CA1, upon which these excitatory glutamatergic synapses form, showed that any deficits in synaptic transmission could not be accounted for by a decrease in spine density, either in enriched WT mice, or in the MSK1 KD mice, which showed an impairment in basal synaptic transmission under standard housing conditions, and reflected to some extent at the mEPSC level [34, 37]. On the contrary, spine density was consistently increased by enrichment in WT mice as we [34, 36] and others have observed previously (e.g., [16, 96]), and this was seen across the lifespan. However, MSK1 KD mice displayed both increased spine density under standard housing conditions and, depending upon the age of the animal, inconsistent responses to enrichment. This irregularity in spine density and the inconsistent influence of enrichment in the MSK1 KD mice suggests that the kinase activity of MSK1 is a necessary for either the formation or pruning of spines under basal conditions, and for the appropriate increase in spine density in response to enrichment. These observations potentially reveal another example of cellular homeostasis requiring MSK1, and is made all the more plausible given the activation of MSK1 by BDNF [39, 41, 58], and the importance of BDNF signalling in the growth and development of dendritic spines [98].

Whereas the majority of studies report no effect of enrichment on basal synaptic transmission, many studies reveal a facilitation of LTP by exposure to an enriched environment, particularly in hippocampal area CA1 [15, 16, 50]. This is especially the case if theta-burst stimulation (TBS) is delivered [16], a stimulation protocol that may avoid a ceiling effect on the level of potentiation, which may otherwise obscure an enrichment-induced facilitation. Alternatively, TBS may recruit the MAPK pathway [99], which is activated after enrichment [100, 101], but with some elements undergoing downregulation [102–104]; a downregulation that may occur in an MSK1-dependent and potentially homeostatic manner [16, 36].

In TBS LTP experiments where the stimulus strength was carefully adjusted to elicit basal fEPSPs of comparable amplitude across genotypes, we observed a facilitation of LTP in both Adult and Aged enriched WT mice, in keeping with observations made in a younger group of WT mice [36], and by others [15, 16, 21, 82, 105]. In contrast, no such facilitation was seen in Adult enriched MSK1 KD mice, where the level of potentiation in the 60 minutes from 2 to 3 hours after TBS was comparable to that observed in standard-housed WT and MSK1 KD mice. In Aged mice, differences in the MSK1-dependence of LTP did emerge, which were not seen in young [36] or Adult mice, in that LTP in Aged standard-housed mice decayed to baseline levels by 3 hours, a decline that was partially, but not significantly, attenuated by enrichment. These observations suggest that the dependence of LTP upon MSK1 increases as age advances, but that in parallel, or as a compensation, non MSK1-dependent processes can be recruited to partially preserve the synaptic response to enrichment. The MSK1-dependent enhancement of LTP by enrichment may occur via a lowering or restoring of the threshold for LTP induction that under normal circumstances rises with advancing age [106]. Thus, for a given stimulus, greater LTP is achieved, potentially via an experience- and MSK1-dependent tipping of the balance towards the NMDA-receptor dependent LTP seen in young animals that supports cognitive function [106]. Accordingly, it is plausible that the enrichment-enhanced LTP may contribute, at least in part, to some of the cognitive benefits associated with exposure to an enriched environment, not least in terms of spatial working and spatial reference memory, in the persistence of memory, and cognitive flexibility as reported previously for young mice [36].

### Hippocampal gene expression is regulated in an experience- and MSK1-dependent manner

The importance of gene expression for the acquisition of learning and the persistence of memory has long been appreciated [107–109]. Similarly, adaptation to novel experience invokes its own transcriptional response characterised by the induction of immediate early genes that coordinate subsequent transcriptomic changes [108]. Since MSK1 regulates gene expression, including via phosphorylation of the transcription factor CREB and chromatin remodelling through phosphorylation of histone H3 [40], its recruitment is likely to be important in the subsequent genomic response to an enriched environment. Indeed, we have previously shown that in young enriched WT mice, prolonged enrichment is associated with a homeostatic downregulation of key plasticity-related genes and proteins, some of which, e.g., for Arc and EGR1, occurs in an MSK1-dependent manner [16, 36]. We speculated that this may be necessary to either stabilise the neuronal networks underpinning enhanced cognition, or to provide a low background level of expression against which subsequent increases may have a greater impact. We thus conducted an RNA-Seq analysis on the hippocampal transcriptome of Aged WT and MSK1 mice raised under both standard and enriched housing conditions to establish if a transcriptome signature might emerge that may contribute to the enhanced cognitive properties of Aged WT mice.

In contrast to the down-regulation of gene expression that was prominent in young enriched WT mice compared to enriched MSK1 mutant mice, we found that there was an upregulation of gene expression between these two enriched groups in Aged animals. Given the delay (~10 weeks) between the introduction to the enriched environment and the sampling of hippocampal RNA, and at least two weeks after any behavioural procedures, any changes in gene expression are likely associated with maintenance of the enriched brain, as opposed to novelty associated with the new environment or cognitive testing. Most upregulated genes were of unknown function, precluding a gene ontology analysis, but several have been previously described and merit further consideration. 

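Batf3 had 48.2 ± 7.62 normalized counts in KDEE (SD, n = 6 mice), and the log2 fold change between WTEE and KDEE was 0.73 (standard error 0.15, adjusted p = 0.184 from edgeR's quasi-likelihood test), and no KDEE mouse reached the lowest WTEE mouse (exact two-sided permutation test, p = 0.00216, the smallest p that these group sizes allow). KDSH mice had 42.4 ± 2.72 normalized counts (SD, n = 5). With each of the 21 libraries left out in turn, the log2 fold change of Batf3 stayed between 0.62 and 0.80 for WTEE against KDEE and between 0.78 and 1.04 for WTEE against WTSH. The adjusted p value of the Wald test of DESeq2 was 0.0167 for WTEE against KDEE, and Batf3 passed the thresholds in 18 of the 21 fits that each left out 1 library. For WTEE against WTSH it passed in 5 of the 21 fits. With the share of counts on structural RNA genes (ribosomal, small nuclear and small nucleolar RNA and the like) as a covariate in DESeq2, the log2 fold changes were 0.57 for WTEE against KDEE and 0.73 for WTEE against WTSH, and the adjusted p values were 0.748 and 1, respectively. Without the covariate, DESeq2 gave log2 fold changes of 0.73 and 0.90.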

Notably Batf3 was upregulated between standard-housed and enriched WT mice, and between enriched WT and MSK1 KD mice. Batf3 has been described as an important transcription factor regulator of dendritic immune cell expression, in particular of conventional type 1 dendritic cells (cDC1) [60]. These cells exert an important role in initiating innate and adaptive immune responses against infection [110] and brain tumours [111], and exert protective influences after cerebral ischemia [112]. It is possible that Batf3-upregulation reflects increased expression of these beneficial dendritic cells to mitigate some of the neuroinflammation associated with ageing [113], and which may manifest in some of the improvements in cognition and plasticity observed in enriched WT mice. Similarly, the upregulation of KCNQ1OT1 in Aged enriched WT mice compared to their MSK1 KD counterparts may reflect an anti-cellular ageing response. 

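A list of 11 genes of conventional type 1 dendritic cells and antigen presentation, fixed before the data were examined, was tested as a set with limma's camera, and 10 of its genes passed the filter on low counts. Between WTEE and WTSH, its median log2 fold change was 0.18, with 6 of 10 genes higher in WTEE (adjusted p = 0.741 from limma's camera over 24 tests of 6 lists in 4 contrasts). Between WTEE and KDEE, the median was −0.09, with 2 of 10 genes higher in WTEE (adjusted p = 0.407 from limma's camera). Clec9a had 24.3 ± 5.02 normalized counts in WTEE (SD, n = 6 mice), 21.5 ± 3.35 in WTSH (SD, n = 4), 31.7 ± 4.13 in KDSH (SD, n = 5) and 23.2 ± 5.06 in KDEE (SD, n = 6). Xcr1 was close to the limit of detection, with 0 to 6 counts per library in WTEE and 1 to 2 in WTSH. The paper proposes that the rise in Batf3 could reflect these cells.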

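Kcnq1ot1 (ENSMUSG00000101609, chromosome 7 of GRCm38, 143203458 to 143296549, minus strand) is antisense to Kcnq1 and overlaps its exons, the authors counted without strand, and whether this changed its count was not tested. It had 1220 ± 435 normalized counts in WTEE (SD, n = 6 mice), 734 ± 190 in KDEE (SD, n = 6), 1050 ± 109 in KDSH (SD, n = 5) and 973 ± 63 in WTSH (SD, n = 4). The log2 fold change between WTEE and KDEE was 0.73 (standard error 0.19, adjusted p = 0.188 from edgeR's quasi-likelihood test), and the groups overlapped (exact two-sided permutation test, p = 0.026). WTEE sample 10 had the highest count, 1940, and without it the log2 fold change was 0.54. Between WTEE and WTSH, the log2 fold change was 0.33 (standard error 0.21, adjusted p = 0.651 from edgeR), and between KDEE and KDSH it was −0.52 (standard error 0.20, adjusted p = 0.383 from edgeR). By the Wald test of DESeq2, the adjusted p value between WTEE and KDEE was 0.0323, and Kcnq1ot1 passed the thresholds in 13 of the 21 fits that each left out 1 library. In all 24 libraries, the WTSH mean was 1910 ± 1560 (SD, n = 6), with 3920 normalized counts in each of samples 4 and 7, and the adjusted p value between WTEE and KDEE was 0.969 in edgeR.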

KCNQ1OT1 has recently been shown to enhance genome stability by transposon repression and in doing so reduce cellular senescence [61]. Since the loss of genome integrity through the failure of mechanisms to silence transposable elements may contribute to ageing-related cognitive decline [114], it is possible that the upregulation of KCNQ1OT1 may retard cellular ageing and hence protect the neuronal networks underpinning the enhanced cognitive repertoire of Aged enriched WT mice.

## CONCLUSIONS

We have shown that the kinase activity of MSK1 plays an important role in the regulation of basal synaptic transmission and the density of dendritic spines in area CA1 across the lifespan. The behavioural and synaptic plasticity consequences of this influence are not readily apparent under standard housing conditions where, for the most part mice lacking the kinase activity of MSK1 behave in a manner comparable to their WT counterparts [36, 58]. However, age and experience recruit MSK1 to regulate synaptic plasticity, spatial memory and gene induction to allow the full expression of an enriched experience to be manifest through enhanced cognition and LTP. This suggests that MSK1 may be both an important transducer of sensory experience into tangible genomic, morphological, cellular and behavioural manifestations of the experience, and a target for the development of enviromimetics for those suffering from the many forms of cognitive impairment that have been shown to benefit from enrichment.

## MATERIALS AND METHODS

### Animals

The MSK1 kinase dead (KD) mouse used in this study has been described previously, as have the breeding, housing and genotyping of the mutant mice and their wild type (WT) counterparts [34, 36, 58]. The generation of the MSK1 KD mouse (by Taconic Artemis) involved mutating Asp194 in the endogenous MSK1 gene to Ala (D194A). This results in the inactivation of the N-terminal kinase domain of MSK1, which is responsible for the phosphorylation of MSK1 substrates [115]. Confirmatory genotyping was conducted with PCR using the primers 5′-CGGCCATGTGGTGCTGACAGC-3′ and 5′-GGGTCAGAGGCCTGCACTAGG-3′, which gives 378 bp and 529 bp products for WT and targeted alleles, respectively. The mice used in this study were on a C57-Bl/6J genetic background after at least four backcrosses from the original C57-Bl/6n strain used to generate the mutant mice, and were kept as separate homozygous and WT lines derived from founder homozygous and WT breeders from an initial series of heterozygote crosses. To avoid genetic divergence of the two lines, subsequent backcrossing occurred when the founder mice had come to the end of their reproductive lifetime (typically three litters).

Mice were maintained under a 12/12 light/dark cycle, with lights on at 7.00 am, in a facility kept at 20–24°C. Mice were given ad libitum access to standard mouse chow and water. All animal procedures conformed with local, national and EU guidelines concerning the welfare of experimental animals. Behavioural studies were performed under the auspices of Home Office licence PPL 70/7821 granted to BGF. Male mice were used in this study to facilitate comparison with previous studies on MSK1 KD mice [34, 36, 58]. The mice have been deposited with the INFRAFRONTIER/EMMA repository at MRC Harwell, UK (https://www.infrafrontier.eu/emma/strain-search/straindetails/?q=13015).

### Environmental enrichment

For the provision of mice destined to remain in standard housing or be placed in an enriched environment, pregnant dams (E14-15, based on vaginal plugs) were placed individually in standard open top Tecniplast 1284L cages (365 × 207 × 140 mm; 530 cm^2^ floor area) to reduce sensory isolation during gestation. At weaning (P23-24), all females were removed, and the males (typically four) remained in an individually ventilated SH cage (Tecniplast 1285L; 396 × 215 × 172 mm; 542 cm^2^ floor area) until the enrichment protocol began. All male mice initially housed in SH cages were first randomly split into two cohorts destined to be used as Adult or Aged mice. Fifty percent of Adult mice SH cages were then randomly allocated to go into enrichment at 6 months of age while the Aged groups underwent the same treatment when they were 18 months old (see Figure 1 for details). Mice remained in their respective standard or enriched conditions for the remainder of their lives, up to 11.5 months for the Adult group, and 23 months for the Aged group, until all *in vivo* and *ex vivo* experiments were completed.

Environmental enrichment was provided as previously described [36] via the housing of WT and MSK1 KD mice in large individually ventilated rat cages (Tecniplast 1500U; 480 × 375 × 210 mm; 1500 cm^2^ floor area) containing bedding material, a cardboard tube, one running wheel and several plastic toys (tunnels, platforms, see-saws) and a metal ladder. To provide novelty, toys were moved around twice per week and new toys introduced once per week. Cage cleaning was done on Mondays for all standard and enriched cages. Toys in enriched cages were changed on Tuesdays and were moved around the enriched cages on Mondays and Thursdays. To keep disruption of the home environment to a minimum, sawdust and bedding were never changed at the same time as toys. To minimise disruptions to established hierarchies, during cage cleaning and behavioural testing all mice (standard and enriched) were removed to a different cage (standard cage size with one toy from the enriched cage for enriched mice) and then were returned together. This was effective in reducing within-cage aggression between mice. Standard housing (SH) comprised regular individually ventilated mouse cages (Tecniplast 1285L) with two to four mice per cage and containing bedding material and a cardboard tube.

Aged groups were composed of 8 males in enriched cages and 4 in standard cages. Similarly, Aged groups were composed of 8–10 males in enriched cages and 3, 4 in standard cages (Figure 1).

### Behavioural procedures

Mice used were scored for weight and against a battery of tests for neurological signs [53] before any behavioural experiment began. Different tests were conducted at weekly intervals to avoid one test influencing another (Figure 1).

#### Open field and novelty-induced locomotion

These tests were run as two consecutive stages of the same experiment. Four open field boxes (Ugo Basile; 44 × 44 × 44 cm) were placed inside the empty water maze arena to form a square. Four mice were tested simultaneously. Each mouse was singly released in each box and tracked. Exposure to the open field lasted for 1 hour after which, for the novelty stage of testing, an object (a 50 ml plastic vial; Falcon) was secured upside-down to the centre of the arena and the mouse was tracked for an additional hour.

#### Elevated plus maze

An 8-radial arm maze for mice (Ugo Basile) was placed within the empty water tank and raised 60 cm from the tank base. Four of the eight arms were kept open to form a plus shape; two of the arms had walls while the other two (opposite one another) were without walls. Each mouse was individually released in the centre of the maze and video tracked for 10 minutes.

#### Spontaneous alternation for spatial working memory

An 8-radial arm maze for mice (Ugo Basile) was placed within the 180 cm wide tank used for the water maze. Four out the eight arms (with walls) were kept open to form a cross while the other four arms were kept closed. Each mouse was individually released in the centre of the maze and video tracked for 10 minutes. The sequence of arm entries was scored. A correct alternation was considered when a mouse made one repetition over five entries [116].

#### Water maze reversal learning protocol for cognitive flexibility – Adult mice groups

An inter-trial interval of 120 s over 4 daily trials was employed. The pool was filled daily with fresh water, which was made opaque by the use of full fat UHT milk.

Stage 1 (day 1 and 2) Habituation: each mouse was placed on a 20 cm diameter platform located in the centre of a 180 cm diameter pool filled with opaque water (28°C) and was allowed to observe the environment for two minutes. The pool was surrounded by curtains which did not allow the distal visual cues to be seen. Water level was ~1 cm above the top of the platform. Each mouse then received 3 consecutive trials (each with a different starting point) where it was left free to swim in the pool for a maximum of 90 seconds and then placed on the platform and left there for 30 sec.
Stage 2 (day 3 and 4) Visual Cue: The platform was placed in the centre of the pool and a visible object was placed upon it (yellow TV toy 6 × 6 × 5 cm). Each mouse received 4 consecutive trials (different cardinal starting points) where it was left free to swim in the pool for a maximum of 90 s. Water level was ~1 cm above the platform surface. Water was kept at 26°C. The pool was surrounded by curtains which did not allow the distal visual cues to be seen.
Stage 3 (day 5 to 8) Training: Curtains were removed. Water was kept at 26°C. The platform was placed in the centre of the South-East or North-West quadrant and kept constant for any given mouse. Water level was ~1 cm above the platform surface. Each mouse received 4 trials (different starting points) where it was left free to swim in the pool for a maximum of 90 seconds and then left on the platform for 30 sec.
Stage 4 (day 9 and 10) Reversal Learning: The platform was placed in the quadrant opposite to that used during Training. All other parameters as per Stage 3.
Stage 5 (day 11) 24 hrs delay Probe trial: Water was kept at 26°C. The platform was removed, and distal spatial cues were present as per previous the stage. Each mouse received a single 90 sec trial. Starting point was distal to the location of the platform during Reversal learning; e.g., if platform was South-East starting point was North.

#### Water maze for spatial reference memory- Aged mice groups

Stage 1 Habituation (day 1 and 2): as described above.
Stage 2 (day 3 to 5) Visual Cue: as described above.
Stage 3 (day 6 to 9) Training: as described above.
Stage 4 (day 10) 24 hrs delay Probe trial: as described above in stage 5.

As outlined in Figure 1, mice used for these experiments were experimentally naïve with respect to the water maze, but had undergone open field without and with the inclusion of an object, the elevated plus maze and spontaneous alternation.

All behavioural tests were video-tracked and analysed using AnyMaze 4.99 video tracking system.

All the behavioural experiments were conducted blind to genotype.

#### Ex vivo morphological and electrophysiological analyses

At least two weeks after the end of behavioural testing (Figure 1) male WT and MSK1 KD mice were killed by cervical dislocation in accordance with the UK Animals (Scientific Procedures) Act 1986 and with local Animal Welfare and Ethical Review Board approval, and as previously described [36].

#### Analysis of dendritic spine density

Mice brains were processed with the FD Rapid Golgi Stain kit (FD NeuroTechnologies, Inc.) in accordance with the manufacturer’s protocol. Impregnated brains (4 or 6 per group) were sectioned with a vibratome (coronal sections; 200 μm thick) stained and mounted. Dendritic spines on the secondary branches of apical dendrites of hippocampal CA1 neurons were counted. Spine count was conducted blind to genotype and housing condition. ImageJ software was used to measure dendritic length and the numbers of spines on each dendritic segment. Images for spine density analysis were captured with a 40× objective on a Zeiss Imager 2 AXIO microscope.

#### Hippocampal slice preparation and extracellular recordings

After decapitation, the brain was rapidly removed from the skull and kept covered with ice cold aCSF during the dissection. Two hemispheres were obtained and glued on their temporal side, submerged in ice cold aCSF bubbled with 95% O_2_/5% CO_2_. Parasagittal hippocampal slices (400 μm) were cut and transferred to an interface recording chamber, where they were incubated for at least 2 hrs prior the recording and where they remained for the duration of the experiment. The temperature of the aCSF was set at 31° and the flow rate was ~1.5 ml/min. The aCSF used for the incubation and recording of slices contained in mM: 124.0 NaCl, 4.4 KCl, 1.0 Na_2_HPO_4_, 25.0 NaHCO_3_, 2.0 CaCl_2_, 2.0 MgCl_2_, 10.0 D-glucose. aCSF was bubbled with 95% O_2_/5% CO_2_; pH 7.4. During slice preparation the aCSF contained a higher concentration of Mg^2+^ (8 mM). All salts used in the aCSF were obtained from either Fisher Scientific or Sigma-Aldrich.

Recordings of field excitatory postsynaptic potentials (fEPSPs) were made using an aCSF-filled glass microelectrode placed in stratum radiatum of area CA1. Two concentric bipolar stimulating electrodes (CBBRC75, FHC) were placed either side of the recording electrode. This allowed alternating recordings to be made from two independent but convergent afferent Schaffer collateral/commissural fibre pathways. Each pathway was stimulated every 90 s with a monophasic pulse of 0.1 ms duration. Pathway-independence was assessed via a crossed paired-pulse facilitation protocol (at 50 ms interpulse interval). Independence was accepted when facilitation of the second pulse was ~10 % or less. To assess basal synaptic transmission, stimulus input/fEPSP slope output curves were constructed over the range of 20–300 μA. A minimum of four fEPSPs were averaged to yield a fEPSP slope measurement at each stimulus intensity. Paired-pulse facilitation (PPF), a commonly used index of the probability of neurotransmitter release, was assessed over an inter-stimulus interval of 50–350 ms, with the average of at least two fEPSPs yielding the slope measurement at each paired-pulse interval. In all experiments both pathways in each slice were tested for input-output and PPF profiles and all were taken into consideration in subsequent analyses.

For the LTP experiments a stable baseline of at least 30 mins was achieved on both pathways before theta-burst (TBS) was delivered to one pathway. TBS consisted of bursts of 4 stimuli at 100 Hz with 10 such bursts comprising a train. Each burst within a train was separated by 200 ms. Trains were repeated 3 times with an inter-train interval of 20 seconds. The second pathway was not subject to TBS and served as a control for the stability of the recordings. Experiments were excluded from analysis if the control pathway deteriorated by more than 10 % within the 3 hours post-TBS monitoring period.

Given the deficit in basal synaptic transmission observed in MSK1 KD mice, care was taken to match the baseline strength of synaptic transmission, which involved adjusting the stimulus intensity to yield fEPSPs of ~3 mV across all groups. Electrophysiological recording parameters and the analysis of fEPSPs were under the control of WinLTP program [117]. Experiments were interleaved and performed blind to the identity and housing condition of the mice, which was revealed only after the experiments had been analysed, with genotype confirmed with post-hoc genotyping as required.

### RNA-seq analysis

#### RNA-Seq

Hippocampal RNA was prepared from individual hippocampi from experimentally naïve mice of 21–23 months of age. Samples were prepared and analysed blind to the two genotypes and two housing conditions, 6 samples for each of the 4 experimental groups (Supplementary Table 1).

#### RNA extraction and library preparation

Hippocampi were extracted and then rapidly homogenized in Trizol (Invitrogen, #15596018). Precipitation of total RNA was conducted using isopropanol following the manufacturer’s protocol before DNaseI treatment. The quality of the extracted RNA was checked by Nanodrop and Qubit 4 fluorimeter (Invitrogen).

TruSeqv2 (Illumina) LS protocol was then used to prepare mRNA libraries, which was conducted in-house by the School of Life Sciences Genomics Facility. Briefly, pull-down of poly-A mRNA was performed using poly-T magnetic beads. The RNA was fragmented and random hexamers used to prime fragments prior to first-strand synthesis. Blunt end repair was performed with a 3’ to 5’ exonuclease following second-strand synthesis, and 3’ ends were adenylated. cDNA was then ligated to adaptors. Quality checking for the 24 library samples was performed on a Qubit 4 fluorimeter (Invitrogen) and a 2100 bioanalyser (Agilent) before being multiplexed 6 samples to a lane and 150bp paired-end sequencing performed on an Illumina HiSeq 4000. A mean of 62.11M reads per sample were obtained (Supplementary Data 8).

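The reads that Supplementary Data 8 lists per sample averaged 62.11 M over the 21 libraries used in the paper and 61.18 M over all 24. By group, this mean of the paper's values was 72.98 M in WTEE, 63.7 M in WTSH, 56.27 M in KDSH and 55.04 M in KDEE over the 21 libraries. The read pairs in the deposited counts, together with those that HTSeq did not assign to a gene, came to between 99.99% and 100.01% of the paper's reads times its percentage of uniquely aligned reads in every library, so that the counts hold read pairs. HTSeq placed 10.9 ± 1.76% of these read pairs in no annotated exon over the 21 libraries (SD, n = 21), and 32.2%, 33% and 16.4% in samples 4, 7 and 6. Between 4.14% and 6.57% were ambiguous between genes in the 21 libraries.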

### Analysis pipeline

#### Quality control and trimming

Raw fastq files for each sample were initially quality checked using FastQC (v0.11.3) [118]. Adaptor contamination removal was performed with Skewer (v0.2.2) [119], using Illumina TruSeq v2 adapter lists, which included reverse complements and theoretical PCR product. Adapter contamination removal was confirmed using FastQC. Further trimming of the Fastq files was also conducted if mean base quality fell below 10 (4bp window). Only reads >50bp were kept for alignment. Paired fastq files for each sample (forward and reverse) were aligned to the mouse genome (GRCm38) using STAR aligner (v2.5) [120] and annotated (GRCm38.87). Mean read alignment was 91.83% for samples that met quality control criteria (21/24) and were included in the analysis (Supplementary Data 8).

IGV (v2.3.65) [121] was used to inspect read alignment and verify the presence of the point mutation (D194A) at the MSK1 gene locus [34] in samples belonging to MSK1 KD group (Supplementary Figure 4). 

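The MSK1 gene, Rps6ka5 (ENSMUSG00000021180), lies on the minus strand of chromosome 12 of GRCm38 from 100548439 to 100726983. Rps6ka5 had 1120 ± 103 normalized counts in WTSH (SD, n = 4 mice), 1040 ± 196 in WTEE (SD, n = 6), 1150 ± 29.4 in KDSH (SD, n = 5) and 1140 ± 29.6 in KDEE (SD, n = 6). Its log2 fold change was 0.05 between KDSH and WTSH (standard error 0.11, adjusted p = 1 from edgeR's quasi-likelihood test) and −0.13 between WTEE and KDEE (standard error 0.09, adjusted p = 0.957 from edgeR). The lowest count, 655, was that of WTEE sample 10, and the other WTEE mice had at least 1070. Over the 24 libraries, the means were 1020 ± 87.8 in WTSH (SD, n = 6) and 1040 ± 100 in KDSH (SD, n = 6), with 951 and 972 normalized counts in WTSH samples 4 and 7 and 836 in KDSH sample 6. The gene overlaps an exon of another gene. The deposited counts do not carry the base at the mutated position.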

SeqMonk [122], was then used to generate read probes for each sample and examine read alignment within ribosomal RNA, mitochondrial genes, and exons/introns (Supplementary Figure 5). Read alignment within individual genes was then quantified using HtSeq (v0.6.1p1) [123], utilising parameters specifying unique read alignment, that reads were un-stranded, and that only reads with a minimum average PHRED quality score of 10 were counted.

Ribosomal (rRNA) contamination was observed in samples 4 and 7 (~23% of reads aligned to rRNA in each sample) indicating poor polyA RNA purification for these samples (Supplementary Figure 5). 

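In the deposited counts, genes of structural RNA classes of the annotation (rRNA, snRNA, snoRNA, scaRNA, miscellaneous RNA and ribozymes, together with the 18S rRNA gene model Rn18s-rs5) held 10.9% of the counts in sample 4 and 11.9% in sample 7, both WTSH. In the WTSH libraries that were kept, this share was 0.228 ± 0.379% (SD, n = 4), and it was 0.0924 ± 0.0691% in KDSH (SD, n = 5), 0.34 ± 0.219% in WTEE (SD, n = 6) and 0.134 ± 0.143% in KDEE (SD, n = 6). KDSH sample 6 had 3.01%. The highest shares among the 21 libraries were 0.795% in WTSH sample 2 and 0.754% in WTEE sample 10. On a log2 scale, the share was higher in WTEE than in KDEE (exact two-sided permutation test, p = 0.0411). These shares count uniquely aligned read pairs on genes only, and reads that align to several rRNA copies are not in the deposited counts.

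**Figure D2:**
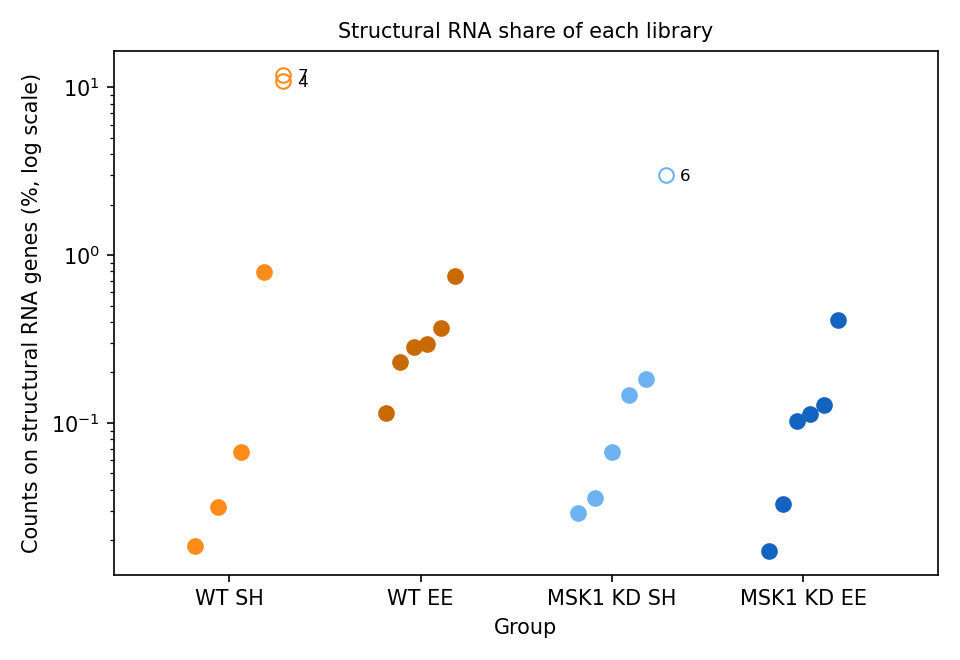
Share of counts on structural RNA genes (percent, log axis) in each library, by group; filled circles are the 21 libraries used in the paper and open circles are samples 4, 6 and 7. Samples 4 and 7 reach 10.9% and 11.9%, sample 6 reaches 3.01%, and the 21 others stay at or under 0.795%.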

Intra-group sample variation (calculated using Pearson’s correlation coefficient) was observed to be low (<0.9) for samples 4, 6 and 7, indicating excessive variance compared to other samples within the group (Supplementary Figures 6, 7). 

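Pearson's r of raw counts over all genes between sample 4 and the 4 WTSH libraries that were kept ranged from 0.169 to 0.586, and that of sample 7 from 0.163 to 0.564. Sample 6 had values of 0.59 to 0.659 with the 5 KDSH libraries that were kept. WTSH sample 2, which was kept, had values of 0.869 to 0.877 with the other 3 kept WTSH libraries. The lowest r among kept libraries of the other groups was 0.987 in KDSH, 0.92 in WTEE and 0.931 in KDEE. These correlations are across genes, which are not independent replicates, and on raw counts they rest on the genes with the highest counts. On the scale of log2(count + 1), the lowest r of samples 4, 7 and 6 with any library of their group was 0.974, 0.976 and 0.988, and Spearman's rho on raw counts was at least 0.916.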

Samples 4, 6 and 7 were therefore excluded from further analysis, as reflected in the final sample table (Supplementary Table 2; Supplementary Data 8), which was used for subsequent differential gene expression testing. 

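Between WTEE and KDSH, 0 of 20187 genes passed the thresholds in edgeR's quasi-likelihood test over the 21 libraries (smallest adjusted p = 0.0559), with 3201 genes at an unadjusted p value under 0.05. DESeq2 called 16 genes, 12 higher and 4 lower in WTEE, and 17 with its filtering tuned to 0.05. It called 5 genes without KDSH sample 8 and 188 without WTEE sample 21. Between KDEE and WTSH, 0 genes passed in edgeR (smallest adjusted p = 0.932), 783 had an unadjusted p value under 0.05, and DESeq2 called 0. Over all 24 libraries, edgeR called 3 genes between WTEE and KDSH and 0 between KDEE and WTSH, and DESeq2 called 15 and 424. The lists of Supplementary Data 2 to 7 hold 149 entries over all comparisons, with a gene counted in each list that holds it, and all 149 passed in DESeq2 with filtering tuned to 0.05. Of these 149 entries, 133 passed edgeR's filter on low counts, and all 133 had the same sign there.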

A summary of the number of differentially-expressed genes (DEGs) across the groups can be found in Supplementary Data 1, and gene lists for each differential gene expression comparison are included in Supplementary Data 2–7.

R (4.1.0) [124] was used to perform principal component analysis utilising the DEseq2 package (v1.32.0) [125]. A log2 fold-change cut-off of 0.38 and a Benjamini-Hochberg corrected *p* value threshold of 0.05 were used to determine significance for differential gene expression, conducted using the Wald test statistic. The topGO package (v2.44.0) [126] was used to perform gene ontology enrichment analysis against ontology org.Mm.eg.db (v3.13.0) [127]. The “classic” algorithm [126] and Fisher’s exact test (Benjamini-Hochberg corrected) were used for enrichment scoring with an adjusted *p* value of < 0.05 considered significant. Unless stated, default parameters were utilised for all tools. Scripts used for these analyses can be found on Github.

### Statistical analysis

Statistics were computed by IBM SPSS 27 using two-tailed one or two-way analysis of variance (ANOVA) with genotype and housing condition as the two between group factors and day of training, time-point or stimulus strength as within factor as appropriate, with simple main effects or main effects as the post-hoc comparison. In addition to significant housing x genotype interactions, planned comparisons regarding the individual effects of genotype or housing were conducted and reported, as per [36]. The level of significance was taken to be *p* < 0.05 (α = 0.05). Exact *p* values are reported where *p* ≥ 0.0001. For lower values, *p* < 0.0001 is reported; these very low *p* values ranged from *p* = 1.7 × 10^−5^ to *p* = 1.59 × 10^−270^. Data are reported as mean ± SEM and bar graphs display individual data points.

### Data availability

The RNA-Seq data has been posted to the Gene Expression Omnibus database: https://www.ncbi.nlm.nih.gov/geo; Accession code: GSE235037. Other data will be made available upon reasonable request.

## Supplementary Materials

Supplementary Figures

Supplementary Tables

Supplementary Data 1-8

# Supplementary material for: MSK1 is required for the beneficial synaptic and cognitive effects of enriched experience across the lifespan
**Source:** Aging (Albany NY). 2023 Jul 10;15(13):6031–72. doi: 10.18632/aging.204833
**Supplement:** Supplementary Figures

## SUPPLEMENTARY FIGURES

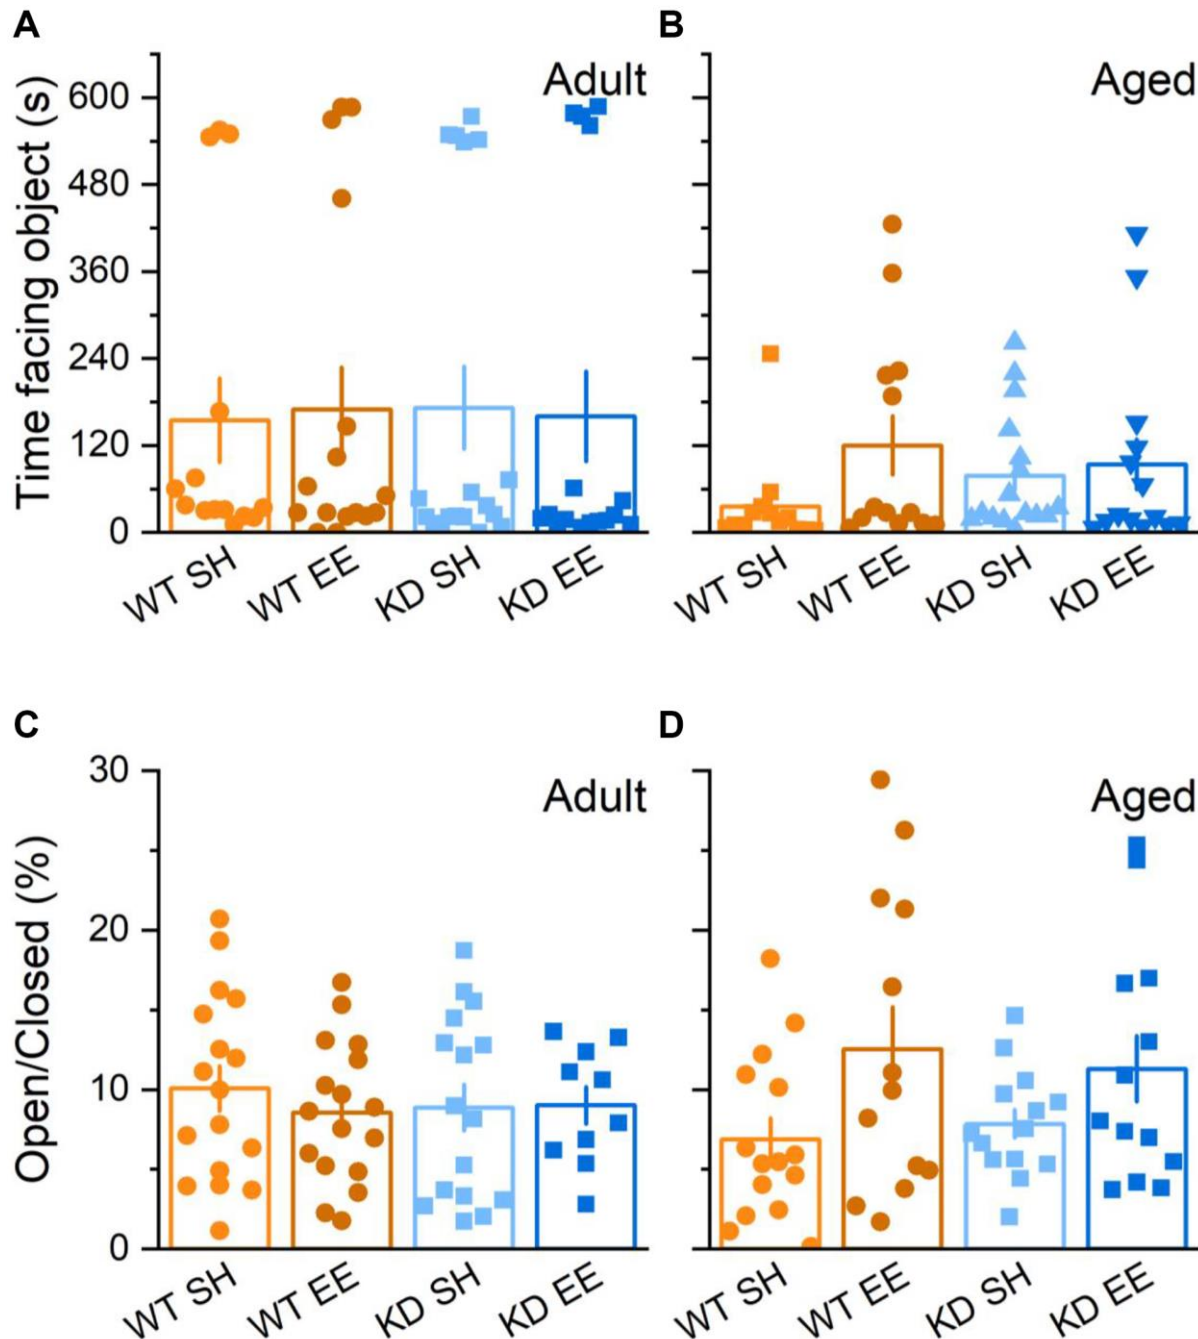

**Supplementary Figure 1. Open field and elevated plus maze behaviour.** (A, B) show the time spent by each Adult and Aged mouse facing the newly-introduced object (a 50 ml Falcon tube) in the Open Field arena, respectively, in the 10 minutes after its introduction. There were no significant differences or interactions in either the Adult mice (Genotype:  $F(1,60) = 0.01$ ,  $p = 0.952$ ; Housing:  $F(1,60) = 0.01$ ,  $p = 0.977$ ; Genotype  $\times$  Housing:  $F(1,60) = 0.05$ ,  $p = 0.822$ ) or in the Aged mice (Genotype:  $F(1,52) = 0.08$ ,  $p = 0.780$ ; Treatment:  $F(1,52) = 2.84$ ,  $p = 0.098$ ; Genotype  $\times$  Housing:  $F(1,52) = 1.34$ ,  $p = 0.252$ ). (C, D) show the % time spent in the open arm of the elevated plus maze in Adult and Aged mice, respectively. There were no significant difference or interactions in the Adult mice (Genotype:  $F(1,56) = 0.07$ ,  $p = 0.786$ ; Housing:  $F(1,56) = 0.25$ ,  $p = 0.620$ ; Genotype  $\times$  Housing:  $F(1,56) = 0.37$ ,  $p = 0.544$ ). In the Aged mice, there was an effect of Housing ( $F(1,51) = 6.35$ ,  $p = 0.015$ ), but no effect of Genotype ( $F(1,51) = 0.01$ ,  $p = 0.943$ ) and no Genotype  $\times$  Housing interaction ( $F(1,51) = 0.37$ ,  $p = 0.544$ ). The Simple Main Effects analysis revealed only a significant difference between WT SH and WT EE ( $F(1,51) = 4.98$ ,  $p = 0.030$ ). The scale and titles in A and C apply to B and D.

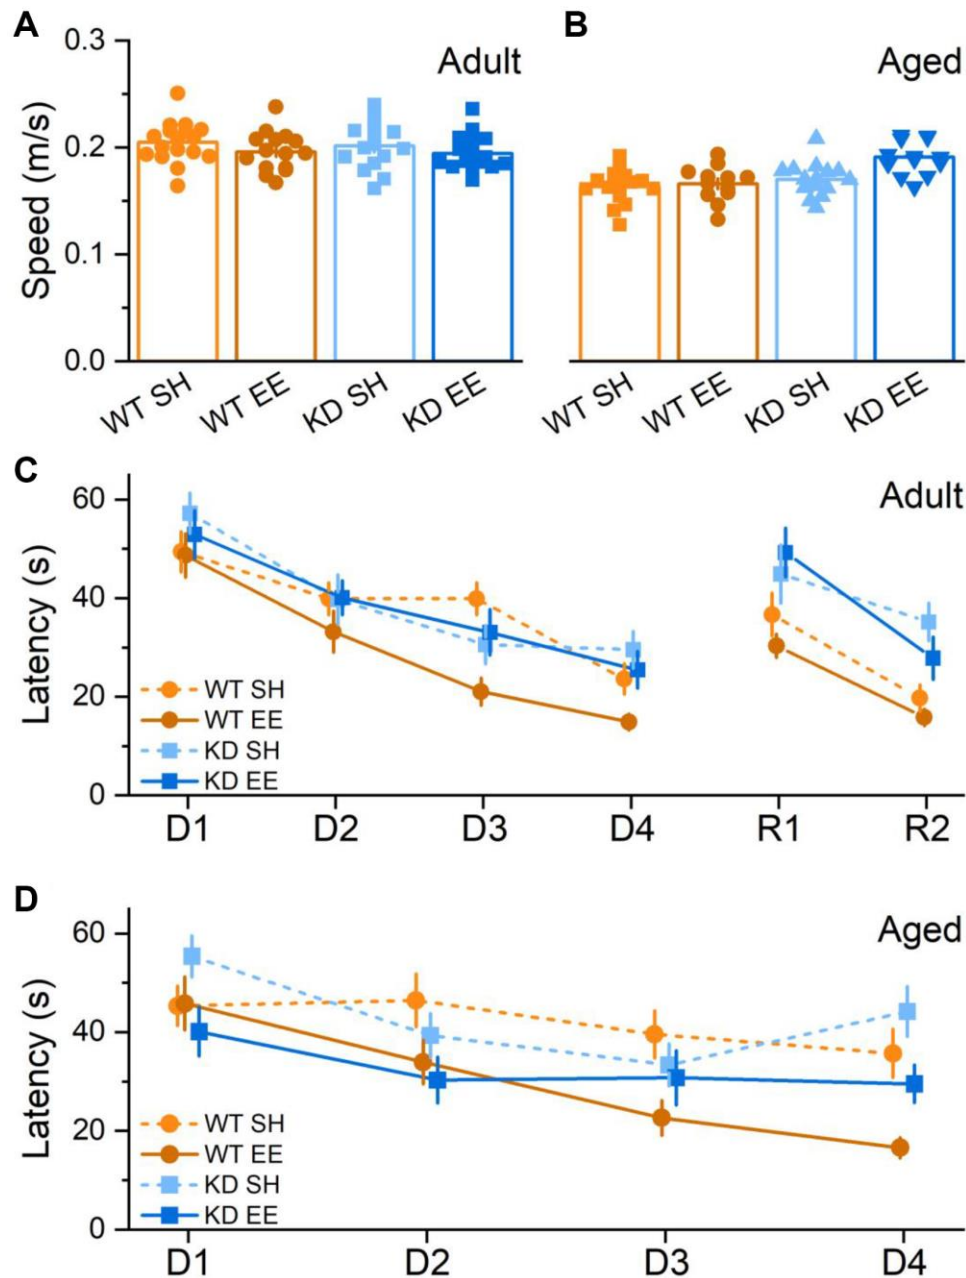

**Supplementary Figure 2. Swimming speed and latency to platform in the Morris Water Maze.** (A, B) average swimming speed of Adult and Aged mice, respectively. Swimming speed was significantly lower in Aged mice compared to Adult mice ( $F(1,110) = 64.25, p < 0.0001$ ). In Adult mice (A), there was no significant effects of Genotype ( $F(1,59) = 0.28, p = 0.600$ ) or Housing ( $F(1,59) = 2.61, p = 0.111$ ), and nor was there a Genotype  $\times$  Housing interaction ( $F(1,59) = 0.04, p = 0.850$ ). In Aged mice (B) there was an effect of Genotype ( $F(1,51) = 13.37, p = 0.0006$ ) and Housing ( $F(1,51) = 7.15, p = 0.010$ ), and a Genotype  $\times$  Housing interaction ( $F(1,51) = 4.38, p = 0.041$ ). A Simple Main Effects analysis revealed that this was reflected in higher swim speeds in enriched MSK1 KD mice compared to both enriched WT mice ( $F(1,51) = 15.14, p = 0.0003$ ) and standard-housed MSK1 KD mice, ( $F(1,51) = 11.61, p = 0.001$ ). (C) Latency to platform during training and reversal learning in Adult mice. There was a Main effect of day of training (D1 – D4;  $F(3,177) = 54.01, p < 0.0001$ ) and a Main effect of Genotype ( $F(1,59) = 10.75, p = 0.002$ ). A Simple Main Effects analysis revealed a significant difference between WT and MSK1 KD on day 3 and day 4 ( $F(1,59) = 5.83, p = 0.019$  and  $F(1,59) = 5.53, p = 0.022$ , respectively). During the Reversal stage (R1 and R2) there was a Main effect of day of training ( $F(1,59) = 42.37, p < 0.0001$ ) and a Main effect of Genotype ( $F(1,59) = 21.14, p < 0.0001$ ). A Simple Main Effects analysis revealed significant differences between WT and MSK1 KD in the EE group on R1 ( $F(1,59) = 8.55, p = 0.005$ ) and on R2 ( $F(1,59) = 6.38, p = 0.014$ ), and within the SH group on R2 ( $F(1,59) = 10.18, p = 0.002$ ). (D) In the Aged group, There was a Main effect of Housing ( $F(1,51) = 18.87, p < 0.0001$ ). A Simple Main Effects analysis revealed significant differences between SH and EE in the MSK1 KD group at D4 ( $F(1,51) = 5.56, p = 0.021$ ) and in the WT group at D3 and D4 ( $F(1,51) = 6.44, p = 0.014$ , and  $F(1,51) = 9.20, p = 0.004$ , respectively). The higher swim speed of the Aged enriched MSK1 KD mice (B) may have influenced the time taken to reach the hidden platform and thus latency might not provide the most accurate reflection of cognitive ability.

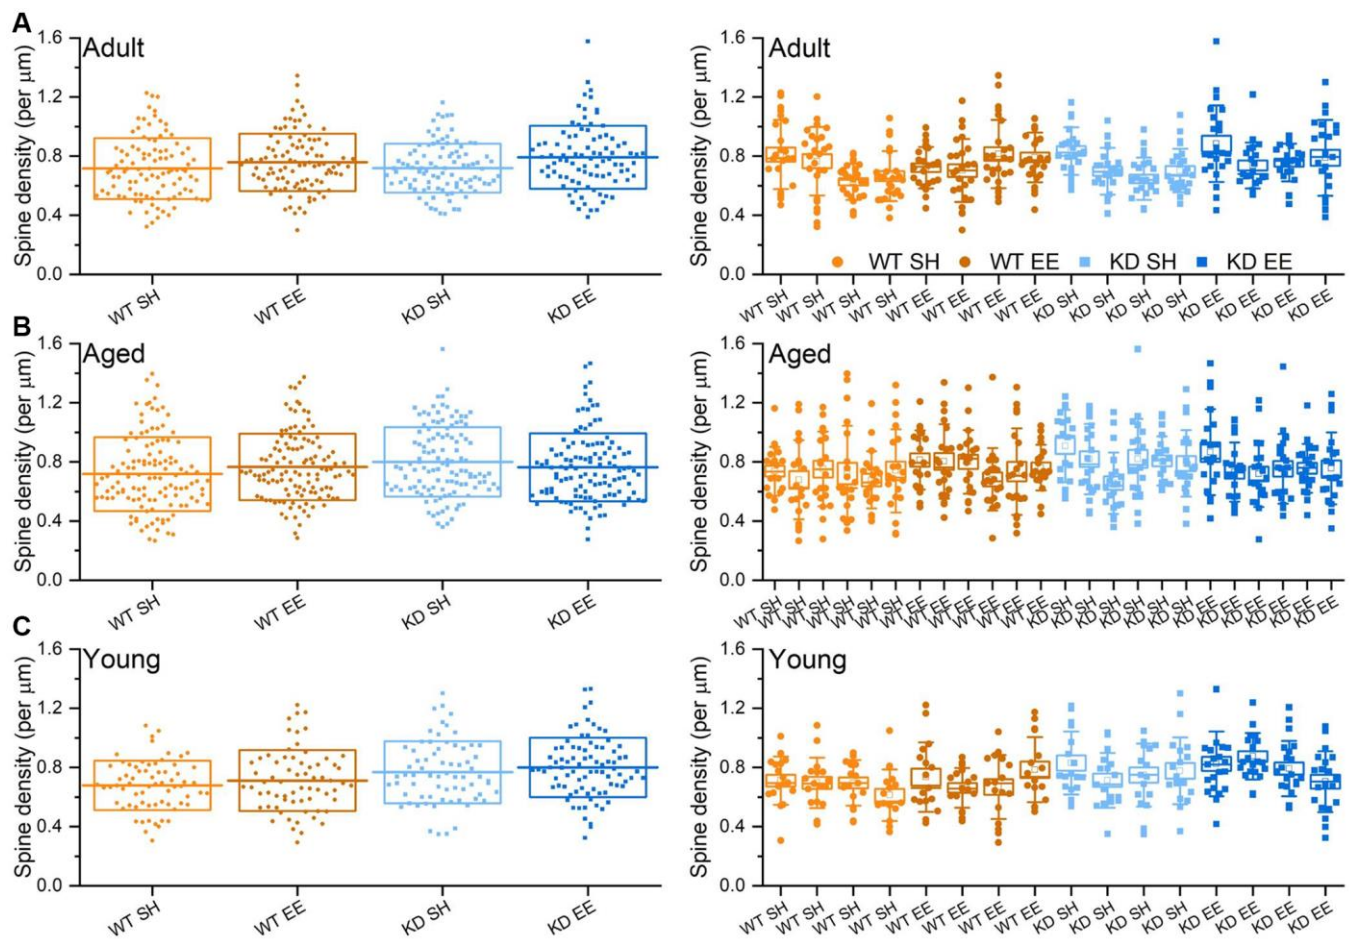

**Supplementary Figure 3. Individual spine density measurements across groups and animals.** Left hand panels depict all spine density measurements across animals grouped by genotype and housing for (A) Adult, (B) Aged and (C) Young animals (from Privitera et al., 2020). Right hand panels show corresponding spine density measurements on a per animal basis according to genotype and housing.

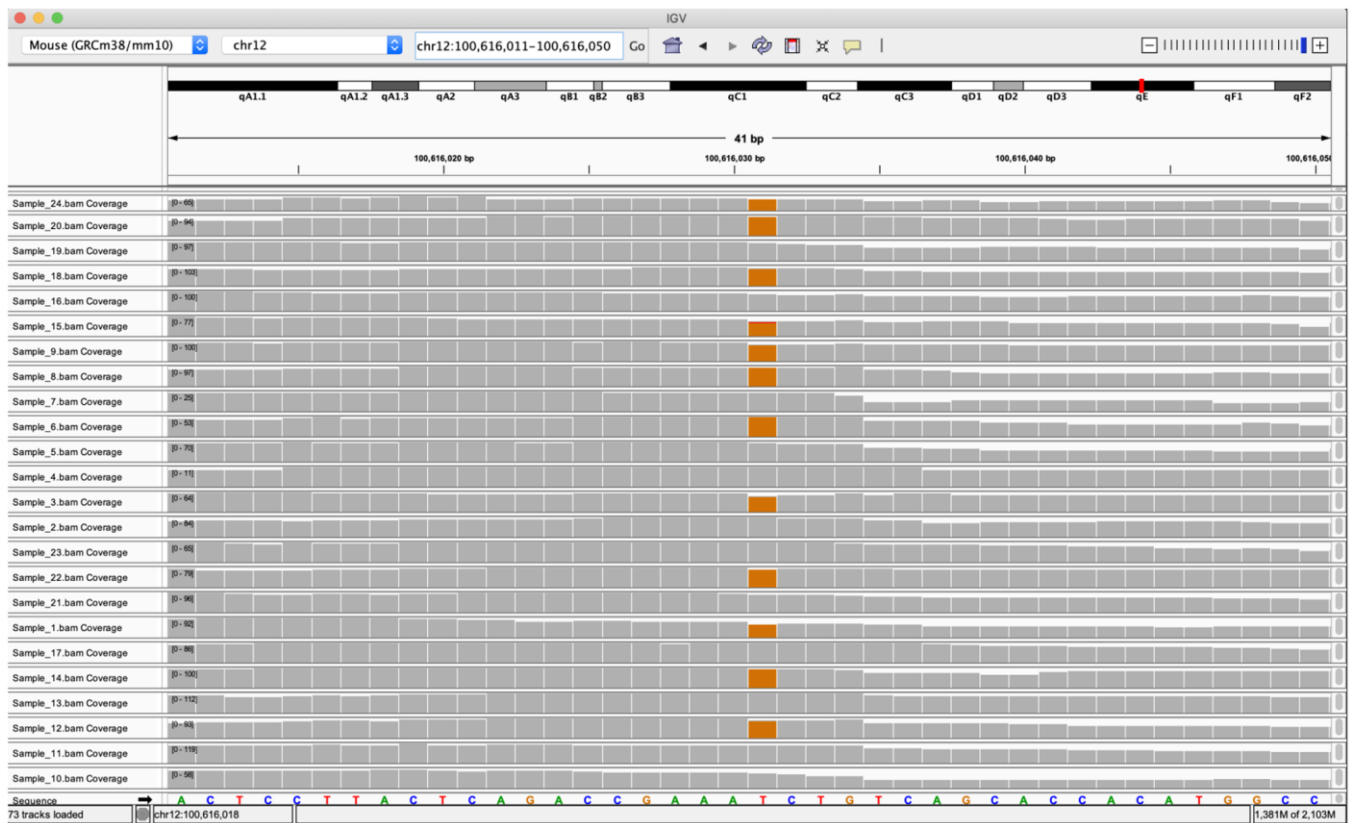

**Supplementary Figure 4. Screenshot from IGV Browser displaying alignment of all samples to Grcm38.87 reference genome, at base pair resolution at the MSK1 gene locus on chromosome 12.** At base 100,616,031, a mis-match between the aligned reads and the genome can be observed (orange bases), due to an D194A point-mutation (Thymine to Guanine) in the MSK1 kinase domain (as previously described in Correa et al., 2012). Grey columns indicate a matching base pair, orange a mismatch. Heights of each base for each sample are based on the amount of reads overlapping each base pair. Note the y axis for each sample is auto-scaled to individual sample expression.

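Position 100616031 of chromosome 12 in GRCm38 lies in exon 5 of the 18 exons of the Rps6ka5 transcript ENSMUST00000043599 (exon 100615997 to 100616104), within the coding sequence. The gene is on the minus strand, so the genome base T at this position is read as A in the transcript, where it is base 581 of the coding sequence and the second base of the GAT codon that encodes the aspartate of D194A. The coding-strand sequence around it is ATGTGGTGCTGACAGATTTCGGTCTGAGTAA, 31 bases with the mutated base at position 16. The change A581C, counted from the first base of the coding sequence, turns the codon into GCT, which encodes alanine.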

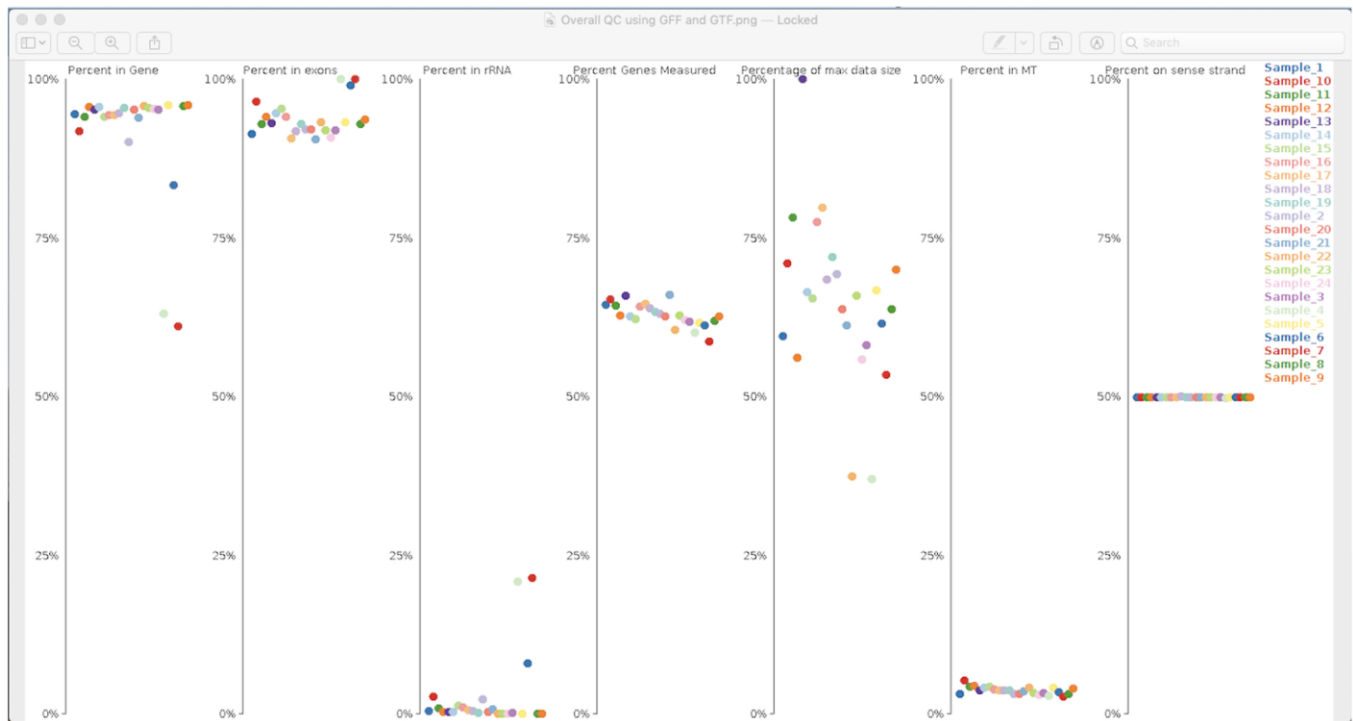

**Supplementary Figure 5. RNAseq QC plot generated by SeqMonk.** Reads are mapped to specific genome features as a percentage of total reads. From left to right: % reads mapping to gene features, % mapping to exons, % mapping to ribosomal RNA, % of genes with reads mapping to them, % when comparing reads in sample to reads of largest sample, % reads mapping to mitochondrial (non-genomic) RNA, % reads on sense strand. All samples are colour-coded, and the left-most sample in a column corresponds to the top-most sample in the legend. Note the large degree of mapping to rRNA in samples 4, 6 and 7; 20–25% for sample 4 and 7, ~10% for sample 6. This indicates poor quality RNA purification during sample library prep.

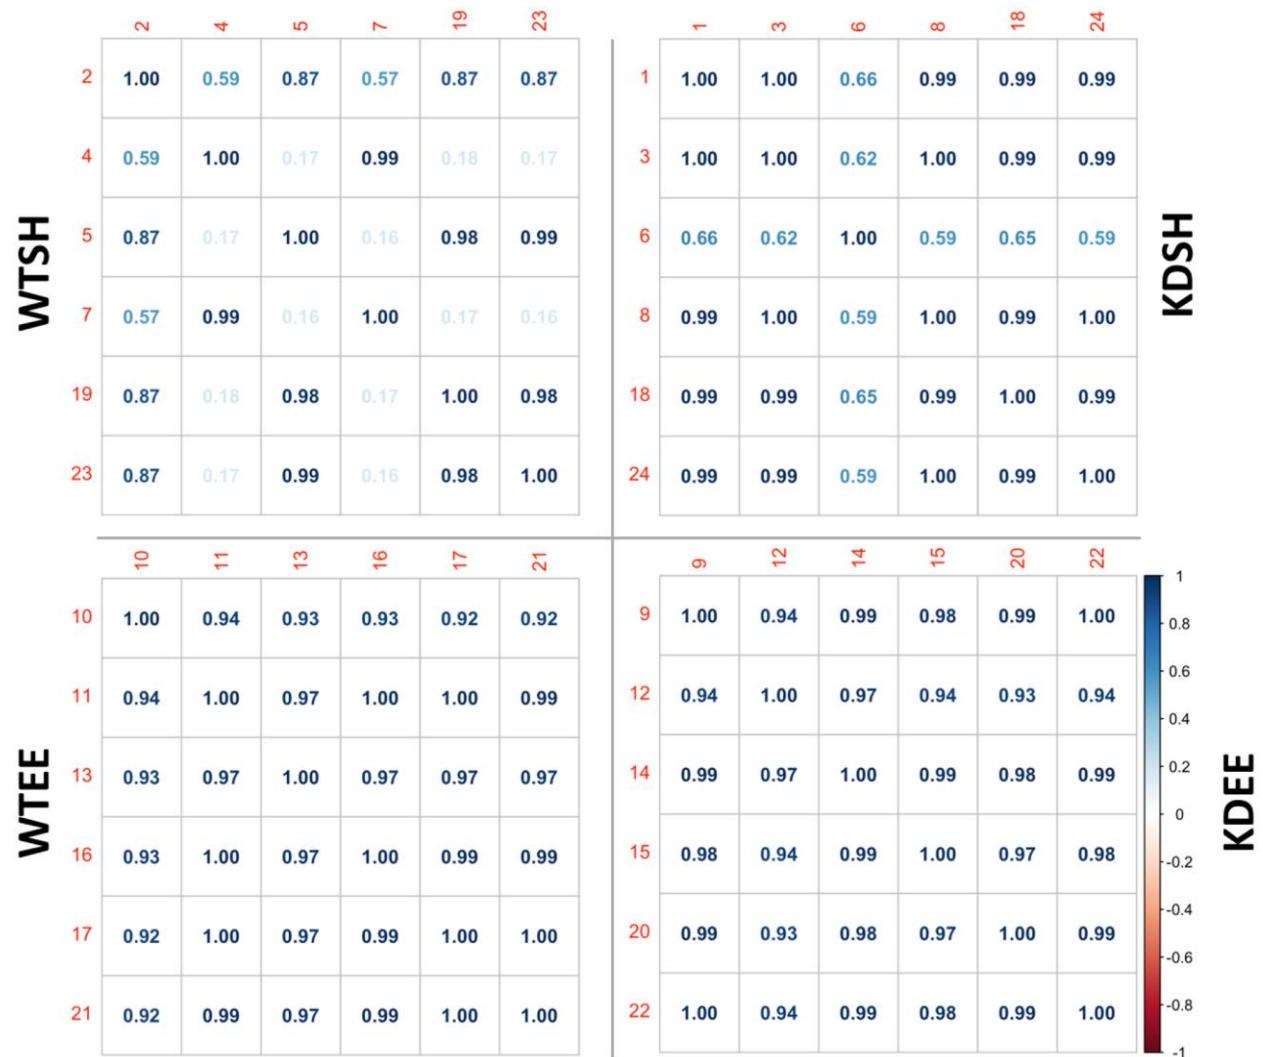

**Supplementary Figure 6. Intragroup correlation matrices comparing Pearson's correlation coefficient values between samples from same group. Note poor correlation ( $r < 0.9$ ) in samples 4, 7 (WTSH) and 6 (KDSH).**

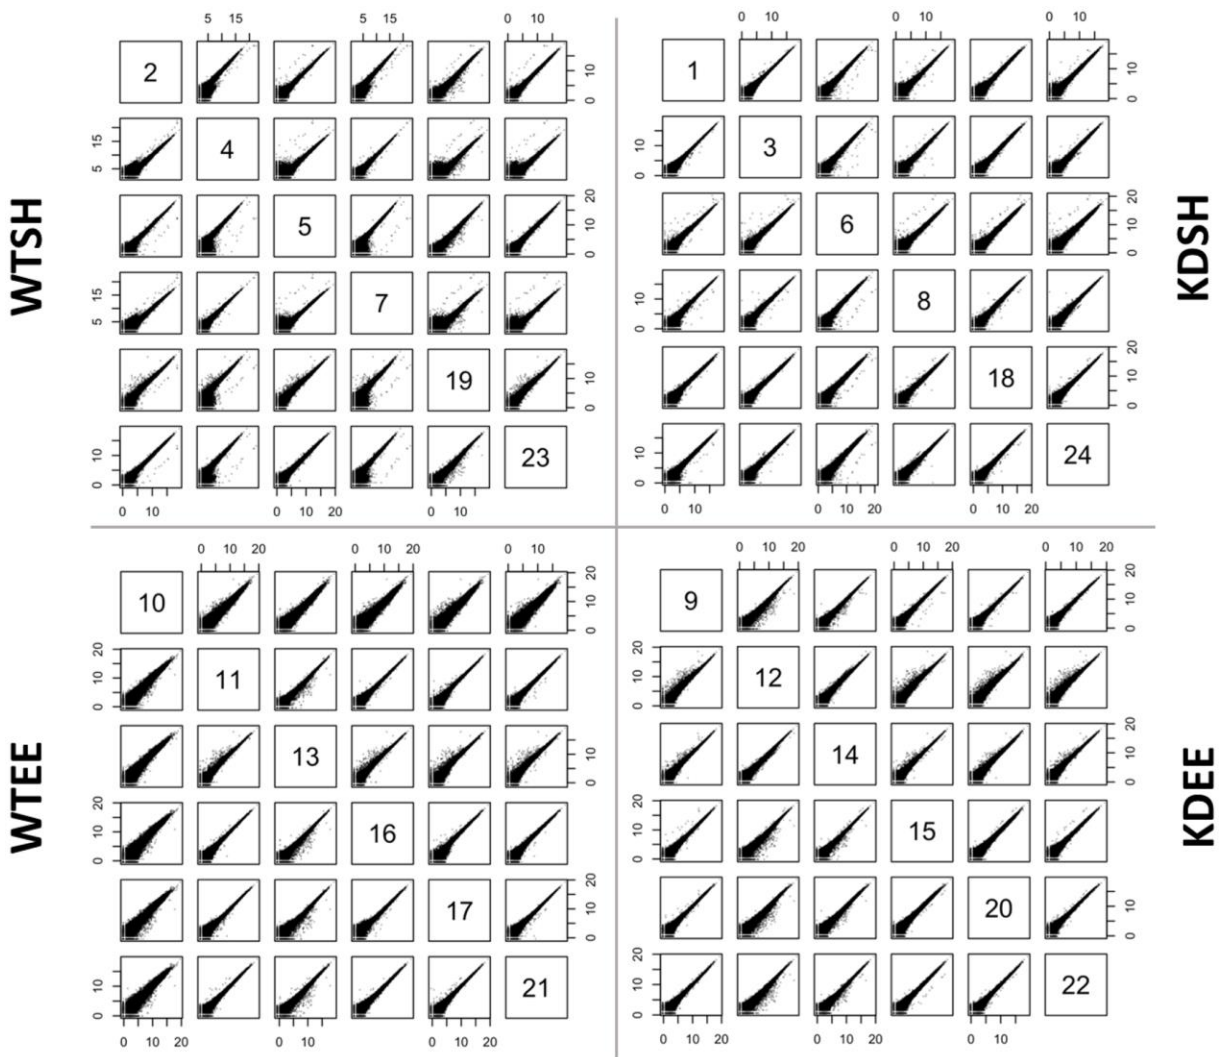

**Supplementary Figure 7. Intragroup gene count correlation plots.** Note poor correlation in samples 4, 7 (WTSH) and 6 (KDSH). Samples 4 and 7 consistently correlate together. This can also be observed in the Pearson's plots (Supplementary Figure 6). Sample 10 exhibits greater variation compared to other samples in group, but Pearson's  $r$  still  $> 0.9$ .

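Samples 4 and 7 had a Pearson's r of 0.994 with each other on raw counts.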

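WTEE sample 10 had Pearson's r of 0.92 to 0.942 with the other 5 WTEE libraries on raw counts, with a mean of 0.93. On log2(count + 1), its values were 0.982 to 0.986.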

# Supplementary material for: MSK1 is required for the beneficial synaptic and cognitive effects of enriched experience across the lifespan
**Source:** Aging (Albany NY). 2023 Jul 10;15(13):6031–72. doi: 10.18632/aging.204833
**Supplement:** Supplementary Tables

## SUPPLEMENTARY TABLES

**Supplementary Table 1. Sample data for all samples.**

| Sample name | File name     | Condition | Genotype | Housing |
|-------------|---------------|-----------|----------|---------|
| 1           | Sample_1.txt  | KDSH      | mut      | SH      |
| 3           | Sample_3.txt  | KDSH      | mut      | SH      |
| 6           | Sample_6.txt  | KDSH      | mut      | SH      |
| 8           | Sample_8.txt  | KDSH      | mut      | SH      |
| 18          | Sample_18.txt | KDSH      | mut      | SH      |
| 24          | Sample_24.txt | KDSH      | mut      | SH      |
| 9           | Sample_9.txt  | KDEE      | mut      | EE      |
| 12          | Sample_12.txt | KDEE      | mut      | EE      |
| 14          | Sample_14.txt | KDEE      | mut      | EE      |
| 15          | Sample_15.txt | KDEE      | mut      | EE      |
| 20          | Sample_20.txt | KDEE      | mut      | EE      |
| 22          | Sample_22.txt | KDEE      | mut      | EE      |
| 2           | Sample_2.txt  | WTSH      | WT       | SH      |
| 4           | Sample_4.txt  | WTSH      | WT       | SH      |
| 5           | Sample_5.txt  | WTSH      | WT       | SH      |
| 7           | Sample_7.txt  | WTSH      | WT       | SH      |
| 19          | Sample_19.txt | WTSH      | WT       | SH      |
| 23          | Sample_23.txt | WTSH      | WT       | SH      |
| 10          | Sample_10.txt | WTEE      | WT       | EE      |
| 11          | Sample_11.txt | WTEE      | WT       | EE      |
| 13          | Sample_13.txt | WTEE      | WT       | EE      |
| 16          | Sample_16.txt | WTEE      | WT       | EE      |
| 17          | Sample_17.txt | WTEE      | WT       | EE      |
| 21          | Sample_21.txt | WTEE      | WT       | EE      |

Table includes those samples subsequently failing quality control (QC) and not taken forward for analysis. Abbreviations: WT: Wild-type; KD: MSK1 Kinase Dead (KD); mut: mutant; SH: standard-housed; EE: environmental enrichment.

**Supplementary Table 2. Sample data for samples used in RNAseq DEG analysis.**

| Sample name | File name     | Condition | Genotype | Housing |
|-------------|---------------|-----------|----------|---------|
| 1           | Sample_1.txt  | KDSH      | mut      | SH      |
| 3           | Sample_3.txt  | KDSH      | mut      | SH      |
| 8           | Sample_8.txt  | KDSH      | mut      | SH      |
| 18          | Sample_18.txt | KDSH      | mut      | SH      |
| 24          | Sample_24.txt | KDSH      | mut      | SH      |
| 9           | Sample_9.txt  | KDEE      | mut      | EE      |
| 12          | Sample_12.txt | KDEE      | mut      | EE      |
| 14          | Sample_14.txt | KDEE      | mut      | EE      |
| 15          | Sample_15.txt | KDEE      | mut      | EE      |
| 20          | Sample_20.txt | KDEE      | mut      | EE      |
| 22          | Sample_22.txt | KDEE      | mut      | EE      |
| 2           | Sample_2.txt  | WTSH      | WT       | SH      |
| 5           | Sample_5.txt  | WTSH      | WT       | SH      |
| 19          | Sample_19.txt | WTSH      | WT       | SH      |

|    |               |      |    |    |
|----|---------------|------|----|----|
| 23 | Sample_23.txt | WTSH | WT | SH |
| 10 | Sample_10.txt | WTEE | WT | EE |
| 11 | Sample_11.txt | WTEE | WT | EE |
| 13 | Sample_13.txt | WTEE | WT | EE |
| 16 | Sample_16.txt | WTEE | WT | EE |
| 17 | Sample_17.txt | WTEE | WT | EE |
| 21 | Sample_21.txt | WTEE | WT | EE |

Samples 4, 6 and 7 have been excluded due to failing QC. Abbreviations as per Supplementary Table 1.

How the deposited data were processed for this re-analysis (not part of the article)

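Poly(A) RNA was measured by sequencing in the hippocampus of Aged mice, with 24 libraries of 1 mouse each in 4 groups, WT standard-housed (WTSH), WT enriched (WTEE), MSK1 KD standard-housed (KDSH) and MSK1 KD enriched (KDEE). The paper used 21 of these libraries and left out WTSH samples 4 and 7 and KDSH sample 6, so the groups held 4, 6, 5 and 6 libraries. The groups were taken from the labels of the samples and from the table of samples in the paper's supplement. Mouse numbers run from 1 to 24 and no number occurs in more than 1 group, so the samples were treated as unpaired. The paper housed several mice in each cage and does not state the cages of the sequenced mice. The tests treated mice as independent, which mice of a shared cage may not be. Samples 1 to 8 were all standard-housed and samples 9 to 17 all enriched. Whether the numbers follow the order of processing is not stated, so such an order could not be told apart from housing.

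The authors trimmed the reads with Skewer, aligned them with STAR to GRCm38 and counted them with HTSeq before the files were deposited, and the deposited values are raw counts of read pairs per gene symbol, with unique alignments only, without regard to strand and without normalization. Steps before the counts cannot be repeated from the deposited values. Each library lists 49568 gene symbols, of which 47206 (95.23%) matched exactly 1 gene of the GENCODE M21 annotation of GRCm38. Positions, gene classes, gene length and GC content were taken from that annotation and genome.

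Over the 21 libraries, the counts on genes ranged from 27410239 to 71907130 with a median of 47549989, and over all 24 the lowest was 15800187. These counts are not molecules, since PCR copies cannot be told apart without molecular identifiers. A gene with at most 3 counts in every library of a group was treated as being at the floor, and a fold against such a group was computed against the floor. Floors cover counting error only.

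Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 after TMM normalization and edgeR's default filter on low counts, with all groups in 1 model. Contrasts between the group means and the difference between the effects of enrichment in WT and MSK1 KD mice (the interaction) were tested. A gene was called at a Benjamini-Hochberg adjusted p value under 0.05 and an absolute log2 fold change over 0.38, the thresholds of the paper. By a rule fixed before the data were examined, the genes named in the text are those the paper names in its RNA-Seq results and discussion, the MSK1 gene Rps6ka5, members of the lists below where a list is reported, and, for each comparison with calls, the 3 genes with the largest absolute log2 fold change among those called whose groups do not overlap. Igkc, Jchain, Acrbp, Klhl40, Mylk3, Gm38301 and Lrriq4 fall outside this rule, the first pair because a test named them in advance and the others as members of short sets of calls, chosen after their values were seen. Mir6236, Gm23935, Lars2 and Rn18s-rs5 also fall outside it and are named for their weights on PC2, after these were seen. Single values were compared between groups with exact two-sided permutation tests. Correlations across libraries were tested with 100000 permutations within the groups, for which the smallest p value that can be given is 1e-05, and were adjusted over the 8 relations computed.

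The PC analysis used the 500 genes with the largest variance after the variance stabilizing transformation of DESeq2 1.42.0. Lists of choroid plexus, pituitary, blood, conventional type 1 dendritic cell, immediate early and satellite repeat genes were tested with camera of limma 3.58.1 at its preset correlation between genes of 0.01, with adjustment over 24 tests. The trend on GC content, length and mean log2 CPM was fitted with mgcv 1.9.3. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3.

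The alternatives set before the data were examined were the Wald test of DESeq2, which is the paper's own method, DESeq2-style size factors in edgeR, no filter on low counts, a filter of at least 10 counts in every library, no threshold on the fold change, all 24 libraries, only the groups compared in the model, a robust fit, PC1 as a covariate and leaving out each of the 21 libraries in turn. For the PC analysis they were rlog, log2 CPM with a prior count of 2, 1000 genes, all 24 libraries and the genes outside the choroid plexus, pituitary and blood lists. For the correlations between libraries they were log2(count + 1) and Spearman's rho, and for the lists they were fry and camera with an estimated correlation. Further alternatives were chosen after the data were seen: DESeq2 with its filtering tuned to 0.05 in place of 0.1, on all 24 libraries, with each library left out, with PC1 and with the share of counts on structural RNA genes as covariates, edgeR with that share as a covariate, and edgeR's likelihood ratio test.

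The tests were run first on simulated counts with the means and library sizes of the real samples, in which 200 genes with a mean of at least 50 counts were changed by a log2 fold change of 1. The quasi-likelihood test of edgeR recovered 195 of them (97.5%) with 8 false calls among 203 calls over 19941 genes, and 0 genes were called in a comparison in which nothing was changed. DESeq2 recovered 197 (98.5%) with 12 false calls among 209 calls over 18620 genes, and called 1 gene in the comparison in which nothing was changed. The test of lists, limma's camera, gave an unadjusted value of 3.19e-65 for 15 changed genes and of 0.608 for 15 unchanged genes. Only genes with a mean of at least 50 counts were changed. The 118 genes that the paper found higher in WTEE than in KDEE had a median of 11.6 mean normalized counts. Recovery at that level was not tested. Genes that vary together across libraries were not simulated either, so the false calls and the values of camera may not hold for such genes. In random splits of the real enriched libraries, DESeq2 called up to 1059 genes. For each comparison, the groups compared were also split at random 100 times in edgeR, and the genes were counted again. The same was done 60 times in DESeq2, apart from KDSH against WTSH and KDEE against WTSH, in which DESeq2 called 0 genes.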

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

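Among the tests in this part, the relations of PC1 with the choroid plexus list and of PC2 with the share of counts on structural RNA genes, and the DESeq2 fits that left out single libraries, were chosen only after the result was seen.

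In 104 groups of 4 to 6 libraries, a library far from the others of its group was found 21 times, where chance gives 5.2. Several of these libraries recur, so the values are not independent. The paper states that 6 libraries were sequenced in each lane, and neither its text nor the labels say which samples shared a lane, so lanes could not be compared or told apart from the groups.

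WTSH sample 2 had 0.795% of its counts on structural RNA genes, against 0.0668% in the next WTSH library, and KDEE sample 15 had 0.412%, against 0.128% in the next KDEE library. The same libraries stood apart on PC2, with scores of 10 (WTSH sample 2, nearest other −6.55) and 6.25 (KDEE sample 15, nearest other −3.38). WTSH sample 2 also had the highest mean log2 CPM of the 118 genes of Supplementary Data 7 in its group, −1.42 against −2.86. The PC analysis was repeated without the 8 structural RNA genes among the 500, and PC2 was then related to the structural RNA share within the groups, with Pearson's r of 0.791 (permutation p = 0.00022, adjusted 0.00044) and Spearman's rho of 0.708 (permutation p = 9e-04, adjusted 0.0018). Without WTSH sample 2 and KDEE sample 15, r was 0.586. PC2 with and without the 8 genes had Pearson's r of 0.992. Leaving them out thus hardly changed PC2 and does not by itself make it independent of the share. With this limit, RNA without a poly(A) tail carried into the libraries may account for part of PC2. The share was higher in WTEE than in the other 15 libraries (exact two-sided permutation test, p = 0.0138), so this relation also follows the groups, and an effect of enrichment in WT mice on PC2 stays open and was not tested apart from it.

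WTSH sample 19 had a PC1 score of 15.3, against −6.32 in the nearest other WTSH library. Cdh3 had 195 normalized counts in the same library (7.01 in the next), 231 in WTEE sample 13 (69.2 in the next) and 383 in KDEE sample 12 (131 in the next). PC1 of the genes outside the choroid plexus, pituitary and blood lists was related to the mean level of the choroid plexus list within the groups, with r of 0.966 (permutation p = 0.00022, adjusted 0.00044) and rho of 0.884 (permutation p = 4e-04, adjusted 0.00107), and without KDEE sample 12 and WTSH sample 19, r was 0.95. Cdh3 followed the same list with r of 0.96 (permutation p = 4e-05, adjusted 0.00016) and rho of 0.886 (permutation p = 0.00026, adjusted 0.00107), and with r of 0.93 without these libraries. These values are consistent with choroid plexus tissue carried along with the hippocampus in some dissections. Ttr reached 434000 normalized counts in KDEE sample 12 and was not silent in any of the 21 libraries, with a lowest value of 231 in KDSH, and all 15 genes of the list passed the filter on low counts. An effect of housing on the choroid plexus itself was not tested.

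The effect of enrichment on the choroid plexus list was smaller in WT than in MSK1 KD mice, with a median difference in log2 fold change of −1.43, below 0 for all 15 genes (adjusted p = 0.00179 from limma's camera). The median log2 fold change was 0.55 between WTEE and WTSH (15 of 15 genes higher, adjusted p = 0.359 from limma's camera) and 1.97 between KDEE and KDSH (15 of 15 genes higher, adjusted p = 3.31e-05 from limma's camera). The latter did not pass under fry (adjusted p = 0.421) or camera with an estimated correlation (adjusted p = 0.585), both from limma. The difference between the genotypes did not pass under fry (adjusted p = 0.668) or camera with an estimated correlation (adjusted p = 0.706), both from limma. With the relation of PC1 and this list (r = 0.966), which libraries held choroid plexus RNA is a candidate explanation for the difference. An effect of genotype stays open, as untested.

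Gh had 6170 normalized counts in KDSH sample 8, against 301 in the next KDSH library, and 37.6 in KDEE sample 12, against 10.2 in the next KDEE library. Prl, another pituitary hormone gene, had 831 normalized counts in KDSH sample 8. The levels of Gh and Prl were related within the groups with r of 0.865 (permutation p = 4e-05, adjusted 0.00016) and rho of 0.851 (permutation p = 0.00027, adjusted 0.00107), and with r of 0.879 without KDSH sample 8 and WTEE sample 21. This is consistent with pituitary RNA in some libraries, and KDSH sample 6, which the paper left out, had 16300 normalized counts of Gh. Without KDSH sample 8, the log2 fold change of Gh between KDEE and KDSH was −2.89 in place of −6.92. An effect of enrichment on Gh in MSK1 KD mice was not tested apart from it.

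Of the remaining libraries far from their group, WTEE sample 10 had 37 normalized counts of Svet1 (16.4 in the next library) and 655 of Rps6ka5 (1070 in the next). KDSH sample 1 had 117 of Muc6 (56.5 in the next), and KDEE sample 22 had 12.1 of Olfr55 (6.13 in the next) and 567 of Tnfaip2 (402 in the next). KDSH sample 18 had 47.2 normalized counts of Batf3 (41.9 in the next), 1200 of Rps6ka5 (1150 in the next) and 352 of Tnfaip2 (256 in the next). WTSH sample 19 had 93.3 of Myo1h (117 in the next) and KDSH sample 8 had 54.4 of Gm26621 (42.8 in the next). No explanation was tested for these values, and with 5.2 expected by chance some of them are not unusual.

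The effect of enrichment on the immediate early gene list was larger in WT than in MSK1 KD mice, with a median difference in log2 fold change of 0.28 (0.282), above 0 for 12 of 13 genes (adjusted p = 0.0106 from limma's camera). The list was 0.20 higher in WTEE than in WTSH (median, 9 of 13 genes, adjusted p = 0.407 from limma's camera) and 0.20 lower in KDEE than in KDSH (median −0.204, 3 of 13 genes higher, adjusted p = 0.121 from limma's camera). The difference did not pass under fry (adjusted p = 0.668) or camera with an estimated correlation (adjusted p = 0.706), both from limma. All 13 genes passed the filter on low counts, Arc had group means between 8830 and 10500 normalized counts, and Arc and Egr1 are also named by the paper. Neither a technical explanation nor an effect of genotype on the response to enrichment was tested beyond this.

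The effect of enrichment on the satellite repeat gene models was larger in WT than in MSK1 KD mice, with a median difference in log2 fold change of 4.86, above 0 for 5 of 5 genes tested (adjusted p = 1.17e-10 from limma's camera, 0.0972 from fry and 0.0682 with an estimated correlation). All 5 are among the 118 genes that the study picked from these libraries, so the list is not independent of them. Gm10800 had 2190 ± 2440 normalized counts in WTEE (SD, n = 6), with 6910 in WTEE sample 21, against 58.1 ± 74.1 in KDEE (SD, n = 6), 267 ± 312 in WTSH (SD, n = 4) and 1420 ± 2180 in KDSH (SD, n = 5), with 5240 in KDSH sample 1. Genomic DNA would raise silent genes too, and 1780 receptor genes silent in the hippocampus differed between WTEE and KDEE by 0.0987 on the log2 scale (exact two-sided permutation test, p = 0.229), which argues against genomic DNA as the cause. RNA without a poly(A) tail is among the open explanations, and the test for the 118 genes as a whole (r = 0.605) is given under the other observations.

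DESeq2 called 20 genes with a different effect of enrichment in WT and MSK1 KD mice, all 20 with a larger effect in WT, and edgeR called 0 with 659 at an unadjusted p value under 0.05. In 5 of 60 random splits of the libraries, the real one included, DESeq2 called at least as many, and 1 split gave 966. In edgeR, 49 of 100 splits gave at least as many genes at an unadjusted p value under 0.05. Chance in the assignment of the libraries to the groups may therefore give as many genes as the genotypes. DESeq2 called 180 genes without WTSH sample 2 and 0 without any 1 of KDSH sample 1, WTSH sample 19 and WTSH sample 23.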

How the results depend on the processing

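Every DESeq2 setting in this part apart from the Wald test on the 21 libraries, edgeR's likelihood ratio test and the structural RNA share as a covariate were chosen only after the result was seen. Where no cause is named, the cause was not tested. No paired analysis was possible because the groups share no mouse number.

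edgeR called 0 genes in each of the 7 comparisons. This number stayed at 0 in each of them with DESeq2-style size factors, with a minimum of 10 counts in every library, without a threshold on the fold change and with the structural RNA share as a covariate. In WTEE against KDSH, it rose to 1 without a filter on low counts, 1 with the robust fit, 3 with PC1 as a covariate and 3 over all 24 libraries. In WTEE against WTSH it rose to 1 over all 24 libraries, and in KDEE against KDSH to 1 with only these groups in the model. With each library left out in turn, the counts ranged from 0 to 1 in WTEE against WTSH (1 without WTEE sample 13), from 0 to 2 in WTEE against KDSH (2 without KDEE sample 20), and were 0 to 0 in the other comparisons.

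The Wald test of DESeq2 called 118 genes in WTEE against KDEE, 2 in WTEE against WTSH, 14 in KDEE against KDSH, 16 in WTEE against KDSH, 20 for the interaction and 0 in KDSH against WTSH and KDEE against WTSH. edgeR's likelihood ratio test called 130, 2, 1, 12, 35, 0 and 0 in the same order. DESeq2 over all 24 libraries called 0, 6, 22, 15, 2, 1 and 424. DESeq2 with PC1 as a covariate called 111, 10, 3, 13, 19, 10 and 6. DESeq2 with the structural RNA share as a covariate called 2 (Gm38301 and Lrriq4, 0 of them among the paper's 118), 2, 1, 8, 7, 6 and 3. With each library left out in turn, DESeq2 called from 1 (without WTEE sample 10) to 187 (without WTEE sample 16) genes in WTEE against KDEE. In WTEE against WTSH it called from 0 (without WTSH sample 5 or 19) to 54 (without WTSH sample 2). In KDEE against KDSH it called from 0 (without KDSH sample 8, KDEE sample 14 or KDEE sample 15) to 206 (without WTEE sample 10, which is in neither group). In WTEE against KDSH it called from 5 (without KDSH sample 8) to 188 (without WTEE sample 21). For the interaction it called from 0 (without KDSH sample 1, WTSH sample 19 or WTSH sample 23) to 180 (without WTSH sample 2). In KDEE against WTSH it called from 0 to 4 (without WTSH sample 19) and in KDSH against WTSH from 0 to 0.

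The median log2 fold change of the 118 genes in edgeR was 2.51 in WTEE against KDEE, 1.82 in WTEE against WTSH, −1.52 in KDEE against KDSH, 0.74 in KDSH against WTSH, 0.98 in WTEE against KDSH, −0.72 in KDEE against WTSH and 3.39 for the interaction. With genes at the floor set to their bound, it was −1.38 in KDEE against KDSH and −0.62 in KDEE against WTSH. From simulated counts with no differences, the 118 genes with the smallest edgeR p value among those higher in WTEE than in KDEE were picked. Their medians had means of 0.39, 0.17, −0.20, 0.00103, 0.17, −0.21 and 0.38, in the order of the comparisons above. The paper's genes were picked with DESeq2, and the simulated genes varied independently of each other. These means therefore do not give the effect of picking for the paper's 118 genes. Over all 24 libraries the median reversed to −0.50 (−0.503) in WTEE against WTSH and to −1.38 in KDSH against WTSH, and it was −3.08 in KDEE against WTSH and 1.20 for the interaction, where samples 4 and 7 are added to WTSH. With each library left out it ranged from 2.22 to 2.66 in WTEE against KDEE, from 1.51 to 2.72 (without WTSH sample 2) in WTEE against WTSH, from −1.75 to −0.97 (without KDSH sample 1) in KDEE against KDSH, from 0.34 (0.335, without KDSH sample 1) to 1.66 (without WTSH sample 2) in KDSH against WTSH, from 0.66 (0.662) to 1.55 (without KDSH sample 1) in WTEE against KDSH, from −1.11 (without WTSH sample 5) to −0.06 (−0.0559, without WTSH sample 2) in KDEE against WTSH and from 2.81 to 4.24 for the interaction.

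PC1 held 56.3% of the variance, and 61.8% with rlog, 37.2% with log2 CPM, 52.3% with 1000 genes, 42.5% over all 24 libraries and 50% without the lists. PC2 held 19.1%, and 15.7% with rlog, 34.3% with log2 CPM, 33.7% over all 24 libraries and 23.6% without the lists. With each library left out, PC1 held from 48.7% to 59.7% and PC2 from 17.7% to 21.9%. The distance of WTEE from the other groups on PC2, 7.98, ranged from 5.74 to 9.05 with each library left out. It was 5.3 over all 24 libraries (exact two-sided permutation test, p = 0.218), where PC2 was not tested for being the same axis. On raw counts, 4 libraries had Pearson's r under 0.9 with every kept library of their group, and 0 did with log2(count + 1) or Spearman's rho.

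Of the 30 results for a named gene in a comparison, DESeq2 moved 19 past the thresholds, the likelihood ratio test 8, all 24 libraries 1 (Batf3, WTEE against WTSH) and a model with only the groups compared 1 (Banp, KDEE against KDSH). Small log2 fold changes reversed. The result for Egr1, WTEE vs KDEE, was −0.0452 with the structural RNA share as a covariate and from −0.0474 (without WTEE sample 16) to 0.135 with each library left out, and in WTEE against WTSH from −0.155 to 0.17 (without WTSH sample 2). Arc in WTEE against WTSH was −0.053 without WTSH sample 5 and up to 0.374 otherwise. Rps6ka5 in KDEE against KDSH was 0.0343 over all 24 libraries and 0.0333 with PC1 as a covariate. With each library left out, Rps6ka5 ranged from −0.146 to 0.000656 (without WTEE sample 10) in WTEE against WTSH, from −0.0148 (without WTSH sample 2) to 0.0703 in KDEE against WTSH and from −0.129 to 0.0176 (without WTEE sample 10) for the interaction.

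Of the 24 results for lists, 10 had an adjusted p under 0.05 with camera, and 0 did with fry and 0 with an estimated correlation, both from limma. Over all 24 libraries, the blood list reversed for the interaction (0.133), 1 other result fell short of the threshold and 1 passed it.

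The 118 genes rest on low counts. Of them, 115 have a mean under 100 normalized counts, and 10 of the 102 that passed edgeR's filter are at the floor in KDEE.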

Differences from the paper's values

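No test in this part was chosen only after the result was seen, apart from the alternatives said to be.

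Between WTEE and KDEE, edgeR's quasi-likelihood test called 0 genes, and the paper's number is 118. The Wald test of DESeq2, the method named in the paper and 1 of the alternatives set before the data were examined, gave 118. The other alternatives set before the data were examined did not close the gap. Among those chosen after seeing the values, DESeq2 with filtering tuned to 0.05 gave 118, edgeR's likelihood ratio test 130 (101 of them among the paper's 118) and DESeq2 with PC1 as a covariate 111 (98 of them among the paper's 118).

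Between WTEE and WTSH, edgeR called 0 genes and the paper's number is 2. DESeq2 gave 2, and no other alternative set before the data were examined closed the gap, although edgeR called Batf3 over all 24 libraries (adjusted p = 0.044 from edgeR, against 0.28 to 0.838 with the other edgeR settings planned on the 21 libraries, apart from leaving out single libraries) and 1 of the paper's genes, Ighm, without WTEE sample 13. Chosen after seeing the values, DESeq2 with filtering tuned to 0.05 and edgeR's likelihood ratio test gave the same 2 genes as the paper, and DESeq2 with the structural RNA share as a covariate gave 2 others. DESeq2 over all 24 libraries gave 6 and with PC1 as a covariate 10, each including both of the paper's genes.

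Between KDEE and KDSH, edgeR called 0 genes and the paper's number is 12. DESeq2 gave 14, and no other alternative set before the data were examined closed the gap. With only KDEE and KDSH in the model, edgeR called Banp (adjusted p = 0.0387 from edgeR, against 0.265 to 0.881 with the other edgeR settings planned, apart from leaving out single libraries). Chosen after seeing the values, DESeq2 with filtering tuned to 0.05 gave the same 12 genes and edgeR's likelihood ratio test gave 1 of them. Also chosen then, DESeq2 over all 24 libraries gave 22 with 9 of them. DESeq2 gave 3 genes with PC1 as a covariate, 0 of them the paper's, and with the structural RNA share as a covariate 1 of the paper's (Sycp2).

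Between WTEE and KDSH, edgeR called 0 genes and the paper's number is 17. DESeq2 gave 16, and no other alternative set before the data were examined closed the gap. Ighm was called by edgeR without the filter on low counts, with the robust fit, over all 24 libraries and with PC1 as a covariate (adjusted p between 0.0202 and 0.0479 from edgeR). Batf3 and Klhl40 were called over all 24 libraries, and Klhl40 and Mylk3 with PC1 as a covariate. Leaving out 1 library gave up to 2 genes. Chosen after seeing the values, DESeq2 with filtering tuned to 0.05 gave 17, DESeq2 over all 24 libraries 15 (12 of them the paper's), DESeq2 with PC1 as a covariate 13 (7 of them the paper's), edgeR's likelihood ratio test 12 (12 of them the paper's) and DESeq2 with the structural RNA share as a covariate 8 (2 of them the paper's). DESeq2 with each library left out, also chosen after seeing the values, called genes of the paper's lists in varying number, with the totals given under the processing.

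PC2 held 19.1% of the variance, and the paper's value in its text is 12%. With rlog it held 15.7% and without WTSH sample 2 it held 17.7%, both within 1.5 times the paper's value. The other alternatives set before the data were examined did not close the gap. The axis of Fig. 11B gives about 16%, read by eye. With rlog, PC1 held 61.8% and PC1 and PC2 together 77.5%, both close to the values in the paper's text. In that text, the shares of PC1 and PC2 do not add up to the share given for both. The 12% is therefore uncertain, and the value with rlog is close to the axis.

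The paper gives 3 samples with a low correlation to their group. WTSH sample 2 also had Pearson's r of 0.869 to 0.877 with the other kept WTSH libraries, under the limit of 0.9 named in the paper, and it was kept. The paper describes the enriched WT mice as set apart on PC2. Their scores overlapped those of 5 of the other 15 libraries, and an exact two-sided permutation test gave p = 0.0173 against KDEE, p = 0.0996 against KDSH and p = 0.1 against WTSH. These values depend on the setting: the same exact permutation test gave p = 0.0333 against WTSH with log2 CPM and 0.0119 without WTSH sample 2, and p = 0.0397 and 0.0238 against KDSH without WTEE samples 10 and 13. Against KDEE, the exact permutation test gave p = 0.0519 with 1000 genes, 0.0541 without KDEE sample 12 and 0.385 over all 24 libraries. Whether PC2 over the 24 libraries is the same axis was not tested.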

Other observations

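Among the tests in this part, the fits with the structural RNA share as a covariate and the DESeq2 fits that left out single libraries were chosen only after the result was seen.

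The 118 genes that the paper found higher in WTEE than in KDEE are low in counts, mostly gene models inside introns, and high in samples that the paper left out. A difference in sequencing depth was tested by thinning every library to 27410239 counts. The median log2 fold change in edgeR was then 2.55 over the 71 genes that passed the filter. Thinning leaves the expected fold change of a gene as it was, so this median cannot decide the question. At equal depth DESeq2 called 46 genes, 43 of them among the 118, against 118 genes at full depth. Unequal depth was therefore not needed for these 43 calls, and for the other genes of the 118 the question stays open. A trend on GC content, gene length and mean log2 CPM together was fitted over all genes. It left 89.5% of the median over the 98 genes with values (83.1% of the 118), 2.27 in place of 2.53. This argues against such a bias as the whole cause. The sum over 1780 silent receptor genes, with medians of 29.4 CPM in WTEE and 28.4 CPM in KDEE, differed by 0.0987 on the log2 scale (exact two-sided permutation test, p = 0.229), which argues against genomic DNA.

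Unspliced RNA of the genes around them may account for part of the difference. The 433 TEC gene models inside introns that are not among the 118 had a median log2 fold change of 0.325 between WTEE and KDEE, 328 of them were higher in WTEE, and their mean log2 CPM differed (exact two-sided permutation test, p = 0.00433). Over all 753 TEC models outside the 118, the median was 0.133. The percentage of read pairs in no annotated exon was higher in WTEE than in KDEE (exact two-sided permutation test, p = 0.0108). Within the groups, it was related to the level of the 118 genes with r of 0.556 (permutation p = 0.0293, adjusted 0.0391) and rho of 0.542 (permutation p = 0.0273, adjusted 0.0364), and r was 0.384 without WTSH sample 2 and WTEE sample 21. Whether more unspliced RNA comes from the preparation or from a higher rate of transcription in enriched WT mice was not tested.

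RNA without a poly(A) tail carried into the libraries and an effect of MSK1 in enriched mice cannot be told apart for the 118 genes. Within the groups, the level of the 118 genes was related to the structural RNA share with r of 0.605 (permutation p = 0.00448, adjusted 0.00717) and rho of 0.532 (permutation p = 0.0138, adjusted 0.0221), and r was 0.448 without WTSH sample 2 and KDEE sample 15. Within WTEE alone r was 0.421 (exact permutation p = 0.408, n = 6) and −0.972 without its 2 farthest libraries, and within KDEE alone 0.446 (exact permutation p = 0.371, n = 6) and 0.623. Samples 4 and 7, with the highest structural RNA shares, lay above every kept WTSH library at 1.13 and 0.842, while sample 6, with 3.01%, lay within the KDSH range at −1.29. The share itself differs between WTEE and KDEE (exact two-sided permutation test, p = 0.0411). With the share as a covariate, the median log2 fold change was 1.84 in edgeR and 1.95 in DESeq2.

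Random splits of the 12 enriched libraries gave at least 118 genes by DESeq2 in 7 of 60 splits, the real one included, and 1 split gave 1059. In edgeR, 49 of 100 splits gave at least as many genes at an unadjusted p value under 0.05 as the 1007 of the real split. Chance in the assignment of the libraries may therefore give as many genes as the genotypes do. For WTEE against WTSH, 10 of 60 splits in DESeq2 and 42 of 100 in edgeR gave as many, and for WTEE against KDSH 3 of 60 and 7 of 100. Between KDEE and KDSH, 1 of 60 splits, the real one, and 3 of 100 gave as many (14 genes by DESeq2 and 2345 genes at an unadjusted p value under 0.05 in edgeR). Single libraries changed these counts. DESeq2 called 1 gene in WTEE against KDEE without WTEE sample 10, and 0 in WTEE against WTSH without either WTSH sample 5 or WTSH sample 19. Without KDSH sample 8 it called 5 in WTEE against KDSH and 0 in KDEE against KDSH. The latter was also 0 without either KDEE sample 14 or KDEE sample 15. In edgeR, the number was 31 of 100 for KDEE against WTSH and 98 of 100 for KDSH against WTSH.

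Ighm was higher in enriched mice by DESeq2. Antibody-secreting cells in some libraries would carry Igkc and Jchain with it. The relation of Ighm and Igkc within the groups had r of −0.253 (permutation p = 0.351, adjusted 0.351) and rho of −0.297 (permutation p = 0.247, adjusted 0.247), and that of Ighm and Jchain r of 0.258 (permutation p = 0.243, adjusted 0.278) and rho of 0.292 (permutation p = 0.221, adjusted 0.247). Igkc had group means of 17.8 to 50.6 normalized counts, far below the 920 to 1500 of Ighm. Between WTEE and WTSH, the log2 fold change was 1.30 for Igkc (exact two-sided permutation test, p = 0.224) and 0.17 for Jchain (exact two-sided permutation test, p = 0.438). Between KDEE and KDSH, the log2 fold change was 1.06 for Igkc (adjusted p = 0.419 from edgeR) and 0.01 for Jchain (adjusted p = 0.993 from edgeR). The higher mean of Igkc in enriched mice of both genotypes goes with such cells, and the absence of a positive relation within the groups and the level of Igkc, far below the rise of Ighm, argue against them as the source of that rise. An effect of enrichment stays open.

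Batf3 was higher in WTEE than in WTSH and KDEE by DESeq2. More conventional type 1 dendritic cells could raise it, and the list of their genes had a median log2 fold change of −0.0919 between WTEE and KDEE, with 2 of 10 genes higher (adjusted p = 0.407 from limma's camera). This decides nothing, because Xcr1 is near the floor, with group means of 1.2 to 1.74 normalized counts, and other genes of the list are also expressed by the hippocampus. The list gave 0.05 between KDEE and KDSH (6 of 10 genes higher, adjusted p = 0.488 from limma's camera) and 0.01 for the interaction (5 of 10 genes above 0, adjusted p = 0.407 from limma's camera).

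The blood list was higher in enriched mice of both genotypes, with a median log2 fold change of 1.13 between WTEE and WTSH (5 of 5 genes, adjusted p = 0.000329 from limma's camera) and 1.26 between KDEE and KDSH (5 of 5 genes, adjusted p = 0.000149 from limma's camera). Between WTEE and KDEE it was 0.17 (5 of 5 genes, adjusted p = 0.483 from limma's camera), and the interaction was −0.15 (0 of 5 genes above 0, adjusted p = 0.701 from limma's camera). With fry, the adjusted p values were 0.231 between WTEE and WTSH and 0.172 between KDEE and KDSH, both from limma. The pituitary list gave 0.98 between WTEE and WTSH (4 of 5 genes, adjusted p = 0.346 from limma's camera), −1.05 between KDEE and KDSH (2 of 5 genes higher, adjusted p = 0.412 from limma's camera), 0.82 between WTEE and KDEE (3 of 5 genes, adjusted p = 0.354 from limma's camera) and 2.03 for the interaction (4 of 5 genes above 0, adjusted p = 0.0674 from limma's camera).

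Between WTEE and KDEE, the choroid plexus list gave −0.20 (1 of 15 genes higher in WTEE, adjusted p = 0.483 from limma's camera), the immediate early genes 0.26 (0.265, 12 of 13 genes, adjusted p = 0.000573 from limma's camera) and the satellite repeat gene models 4.18 (5 of 5 genes, adjusted p = 1.17e-10 from limma's camera). The satellite repeat gene models gave 2.93 between WTEE and WTSH (5 of 5 genes, adjusted p = 0.000149 from limma's camera) and −2.30 between KDEE and KDSH (0 of 5 genes higher, adjusted p = 0.00213 from limma's camera). No list in this paragraph passed with fry or with camera at an estimated correlation, both from limma. The immediate early genes had an adjusted p of 0.649 from fry and 0.585 from camera at an estimated correlation. Between WTEE and KDEE, the satellite models had 0.0554 from fry and 0.0682 from that camera setting. By the same tests they had 0.215 and 0.415 between WTEE and WTSH, and 0.275 and 0.552 between KDEE and KDSH.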
